# Vitamin D and Wnt3A have additive and partially overlapping modulatory effects on gene expression and phenotype in human colon fibroblasts

**DOI:** 10.1038/s41598-019-44574-9

**Published:** 2019-05-30

**Authors:** Gemma Ferrer-Mayorga, Núria Niell, Ramón Cantero, José Manuel González-Sancho, Luis del Peso, Alberto Muñoz, María Jesús Larriba

**Keywords:** Cancer microenvironment, Cell migration, Nuclear receptors, Cell growth, Transcriptomics

## Abstract

The Wnt/β-catenin signalling pathway is essential for intestinal epithelium homeostasis, but its aberrant activation is a hallmark of colorectal cancer (CRC). Several studies indicate that the bioactive vitamin D metabolite 1α,25-dihydroxyvitamin D_3_ (1,25(OH)_2_D_3_) inhibits proliferation and promotes epithelial differentiation of colon carcinoma cells in part through antagonism of the Wnt/β-catenin pathway. It is now accepted that stromal fibroblasts are crucial in healthy and pathologic intestine: pericryptal myofibroblasts are constituents of the stem cell niche and cancer-associated fibroblasts (CAFs) contribute to CRC progression. However, studies on the combined action of 1,25(OH)_2_D_3_ and Wnt factors in colon fibroblasts are lacking. Here we show by global transcriptomic studies that 1,25(OH)_2_D_3_ and Wnt3A have profound, additive, partially overlapping effects on the gene expression profile of CCD-18Co human colon myofibroblasts. Moreover, 1,25(OH)_2_D_3_ and Wnt3A inhibit CCD-18Co cell proliferation and migration, while 1,25(OH)_2_D_3_ reduces, but Wnt3A increases, their capacity to contract collagen gels (a marker of fibroblast activation). These data were largely confirmed in patient-derived primary colon normal fibroblasts and CAFs, and in fibroblasts from other origins. Our results indicate that 1,25(OH)_2_D_3_ and Wnt3A are strong regulators of colon fibroblast biology and contribute to a better knowledge of intestinal homeostasis and stromal fibroblast action in CRC.

## Introduction

The intestinal epithelium (small intestine and colorectum) is the most intensively renewing adult tissue. It undergoes rapid turnover to prevent the accumulation of DNA damage due to external factors. This process is sustained by stem cells that reside at the bottom of the intestinal crypts and generate proliferative progenitors that subsequently give rise to the specialized differentiated cells. Several signals are required to maintain the homeostasis of intestinal stem cells, among them canonical Wnt factors have a prominent role^1–3^. These Wnt proteins are provided by cellular components of the stem cell niche such as Paneth cells (only in the small intestine) and pericryptal myofibroblasts^3–5^. Extracellular canonical Wnts bind to their cell membrane receptors and promote an intracellular signalling cascade (known as the Wnt/β-catenin or canonical Wnt signalling pathway) that leads to the translocation of β-catenin to the cell nucleus. There, it binds DNA-bound transcription factors of the T-cell factor (TCF) family and acts as a transcriptional co-activator for several genes that are crucial to preserve the stemness and the undifferentiated phenotype of intestinal stem cells^6^.

Colorectal cancer (CRC) is a major health problem and one of the leading causes of cancer-related deaths worldwide^7^. The initial event in most CRCs is the aberrant activation of the Wnt/β-catenin signalling pathway due to mutations in genes encoding components of the pathway (*APC*, *AXIN2*, *CTNNB1*, *RNF43*), which promotes colon epithelial cells to acquire an undifferentiated phenotype with an elevated proliferation rate and stem cell traits^6,8,9^. In addition, it has been described that colon carcinoma cells acquire the ability to secrete canonical Wnt proteins such as Wnt3A to autocrinally achieve high activation of the Wnt/β-catenin signalling pathway and increase their own survival^10,11^. Thus, elevated expression of Wnt3A has been found in human colorectal carcinomas associated with advanced stages and worse prognosis^10,12,13^.

Recent studies have shown that tumour stroma contributes to CRC progression and, accordingly, poor prognosis CRC subtypes are characterized by high stromal content and a stromal-specific gene expression program^14–16^. Cancer-associated fibroblasts (CAFs) are one of the main cellular components of tumour stroma and are derived from normal fibroblasts (NFs) or other cell types that upon activation by signals received from carcinoma cells differentiate into CAFs. They modulate the extracellular matrix properties and secrete molecules that act on carcinoma and other cells present in the tumour microenvironment promoting tumour growth and invasion, angiogenesis and immunosuppression^17–19^.

Many epidemiological studies have shown that vitamin D deficiency is associated with high CRC risk and mortality, which suggests that vitamin D has a protective effect against this disease^20,21^. The most active vitamin D metabolite 1α,25-dihydroxyvitamin D_3_ (1,25(OH)_2_D_3_, calcitriol) is a major regulator of gene expression in humans. It acts through the vitamin D receptor (VDR), a transcription factor of the nuclear receptor superfamily that upon ligand binding activates the transcription of its target genes^22,23^. 1,25(OH)_2_D_3_ promotes epithelial differentiation and inhibits proliferation in colon carcinoma cells by several mechanisms that include antagonism of the Wnt/β-catenin signalling pathway^24–26^. We recently showed that primary cultures of human colon NFs and CAFs express *VDR* and respond to 1,25(OH)_2_D_3_. Moreover, high VDR expression in tumour stromal fibroblasts is associated with a better clinical outcome in CRC, which suggests that the antitumour role of 1,25(OH)_2_D_3_ in this disease is mediated not only by its effects on carcinoma cells, but also by its action on CAFs^27^.

Although the role of the Wnt/β-catenin signalling pathway on normal intestinal stem cells and on colon carcinoma cells is relatively well described, very few studies^28^ have focused on the action that canonical Wnt proteins present in the intestinal stem cell niche and in the CRC tumour microenvironment may have on the surrounding pericryptal myofibroblasts and CAFs. Moreover, the possible interaction between 1,25(OH)_2_D_3_ and canonical Wnt factors in fibroblasts remains unknown. Thus, we hypothesized that 1,25(OH)_2_D_3_ and canonical Wnt proteins are important modulators of fibroblast biology in healthy and tumour intestine and that an interplay between both agents may exist. To address this hypothesis, we chose Wnt3A as a representative for canonical Wnt proteins because is one of the best characterized canonical Wnts and is widely considered as the prototype for this class of ligands^9,29,30^. In addition, Wnt3A is highly expressed in human CRC^10,12,13^. Our main objective was to characterize the effect of both 1,25(OH)_2_D_3_ and Wnt3A on the gene expression program and phenotype of CCD-18Co human colon myofibroblasts. Importantly, we extended the study of 1,25(OH)_2_D_3_ and Wnt3A action to primary cultures of human colon NFs and CAFs derived from CRC patients, and to IMR-90 human lung fibroblasts and BJ-hTERT human foreskin fibroblasts. Our results indicate that 1,25(OH)_2_D_3_ and Wnt3A are crucial regulators of the gene expression and phenotype of human colon fibroblasts and may contribute to a better understanding of intestinal homeostasis and more efficient treatment of intestinal pathologies such as CRC, inflammatory bowel diseases, and intestinal fibrosis.

## Results

### 1,25(OH)_2_D_3_ and Wnt3A have additive gene regulatory effects in human colon myofibroblasts

To examine the effects of 1,25(OH)_2_D_3_ and Wnt3A alone or in combination on colon fibroblasts, we chose the CCD-18Co human colon myofibroblast cell line. First, we sought to ensure CCD-18Co responsiveness to the two agents. CCD-18Co cells expressed a basal level of VDR protein that increased upon 1,25(OH)_2_D_3_ treatment (Fig. 1a). 1,25(OH)_2_D_3_ also enhanced the expression (RNA and protein) of *CYP24A1*, one of its known target genes that encodes the enzyme responsible for its degradation (Fig. 1a,b). Likewise, treatment of CCD-18Co cells with Wnt3A led to upregulation of its target gene *AXIN2* (Fig. 1b). These data showed that CCD-18Co myofibroblasts are responsive to 1,25(OH)_2_D_3_ and Wnt3A.

**Figure 1:**
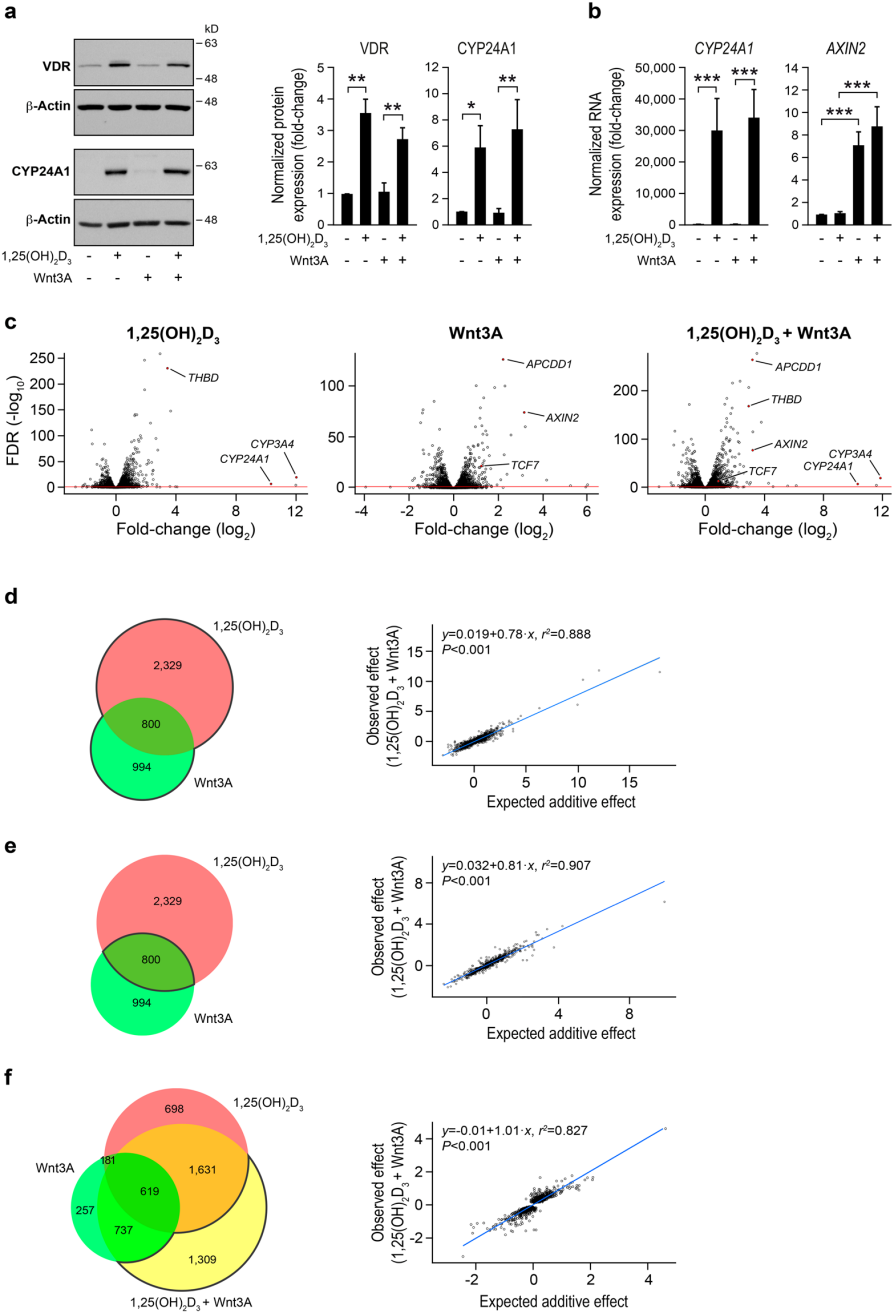
1,25(OH)_2_D_3_ and Wnt3A drastically regulate the gene expression program of CCD-18Co human colon myofibroblasts. (**a**) Western blot analysis of VDR and CYP24A1 protein levels in CCD-18Co cells treated with 1,25(OH)_2_D_3_ and/or Wnt3A for 24 h. β-Actin was used as a loading control. Images of a representative experiment (left) and the quantification (mean ± SEM) of three independent experiments (right) are shown. Full-length blots are presented in Supplementary Fig. S6. (**b**) RT-qPCR analysis of *CYP24A1* and *AXIN2* RNA levels in CCD-18Co cells treated as in (**a**). The mean ± SEM of three independent experiments is shown. (**c**) Volcano plots showing the RNA-seq results (FDR-adjusted *P* value *vs*. fold-change) obtained in CCD-18Co cells treated for 24 h with 1,25(OH)_2_D_3_ (left), Wnt3A (middle), or both (right) compared with vehicle-treated cells. Each dot represents a gene. Genes above the red line are considered differentially expressed (FDR-adjusted *P* value < 0.05). Some previously known target genes of 1,25(OH)_2_D_3_ (*THBD*, *CYP24A1*, and *CYP3A4*) or Wnt3A (*APCDD1*, *AXIN2*, and *TCF7*) are labelled. (**d**,**e**) Left, Venn diagram showing the overlap between the genes identified as significantly regulated by each single treatment (1,25(OH)_2_D_3_ or Wnt3A). The number of genes included in each group is depicted. Right, scattergram and simple linear regression analysis of the relationship between the observed effect of the combined treatment (log_2_ of the fold-change) and the expected additive effect (calculated by adding up the log_2_ of the fold-change of the single treatments) for the group of genes highlighted in the adjacent Venn diagram. Each dot represents a gene. (**f**) Left, Venn diagram showing the overlap among the genes identified as significantly regulated by the single (1,25(OH)_2_D_3_ or Wnt3A) or the combined (1,25(OH)_2_D_3_ + Wnt3A) treatment. The number of genes included in each group is depicted. Right, scattergram and simple linear regression analysis of the relationship between the observed effect of the combined treatment (log_2_ of the fold-change) and the expected additive effect (calculated by adding up the log_2_ of the fold-change of the single treatments) for the group of genes highlighted in the adjacent Venn diagram. Each dot represents a gene.

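CCD-18Co is an established line of human colon myofibroblasts, the contractile fibroblasts that lie under the intestinal epithelium. RNA was taken after 24 h with vehicle, 100 nM 1,25(OH)_2_D_3_, 100 ng/ml Wnt3A or both, and each group had 3 libraries, 1 from each of 3 independent experiments (12 libraries in all). The authors prepared polyA+ RNA with a stranded kit, sequenced single reads of 40 bases, and aligned them to GRCh37/hg19 with ELAND v2e in CASAVA 1.8. The deposited table gives 1 whole number per gene and library for 21893 genes, and the paper describes these values as numbers of reads per gene. In every library, 78.2% to 80.9% of the values from 1 to 400 were exact multiples of 40, the read length. For 1695 genes with a mean of 1 to 5 reads on the scale used here, the variance within groups was 44.9 times the mean for the deposited values and 1.1 times the mean after division by 40. The values were therefore read as counts of aligned bases, divided by 40 and rounded, and all counts below are such read equivalents. Their totals were 5782473 to 6191675 (median 6087245) in the vehicle group, 5459627 to 5918491 (median 5462324) with 1,25(OH)_2_D_3_, 5363668 to 6119262 (median 5967142) with Wnt3A and 5404672 to 6261100 (median 6147718) with both. Differences were tested for 12216 genes with edgeR's quasi-likelihood test in 1 fit of the 12 libraries, with TMM normalization and Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p under 0.05. Levels are given as CPM normalized by TMM, and SE stands for standard error. The sources used here do not say whether counting took the strand of the reads into account, so genes that overlap another gene are named as uncertain. The legend of Supplementary Fig. S1 numbers the experiments 1 to 3 in every group, and where a term for the experiment (a replicate block) changed a call or moved a count by more than 1.5 times, the value with the block is given too.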

Next, we studied the effects of 24 h treatment with 1,25(OH)_2_D_3_ and Wnt3A, alone and in combination, on the gene expression profile of CCD-18Co cells by RNA-sequencing (RNA-seq) analysis. Three independent experiments were performed. Principal component analysis and a heatmap clustered by the Euclidean distance of raw RNA-seq data showed robust clustering of triplicates and strong separation among the different treatments (Supplementary Fig. S1). 

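In log2 CPM, the libraries of a treatment lay closer to each other than to those of any other treatment. The first component of the 500 most variable genes carried 48.8% of their variance and parted the 6 libraries with 1,25(OH)_2_D_3_ (7.91 to 14.7) from the 6 without it (-13.8 to -7.79). The second component carried 26.5% and parted the 6 libraries with Wnt3A (6.19 to 10.8) from the 6 without it (-10.6 to -6.23). Over the 12216 tested genes, Euclidean distances in log2 CPM were 28.7 to 36 between libraries of a group and 36.5 to 52.7 between libraries of different groups. The mean distance from the vehicle libraries was 38.7 for Wnt3A, 44.4 for 1,25(OH)_2_D_3_ and 48.8 for the combination (9 pairs of libraries each). The nearest library of each of the 12 libraries belonged to its own group. These are descriptions of 3 libraries per group, with no test.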

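Treatment of CCD-18Co cells with 1,25(OH)_2_D_3_ changed 1791 genes (1043 higher and 748 lower), and treatment with Wnt3A changed 1013 genes (606 higher and 407 lower), at an adjusted p under 0.05 from edgeR's quasi-likelihood test (3 libraries per group). The retinoic acid hydroxylase gene *CYP26B1* rose with 1,25(OH)_2_D_3_ from 51.8 ± 6.18 to 402 ± 37.8 CPM (SD, n = 3). The aromatase gene *CYP19A1*, which overlaps a non-coding gene on the other strand, rose with it by 3.35 on the log2 scale (SE 0.40, adjusted p = 9.55e-07 from the same test). Of 19 tested genes of retinoid metabolism and xenobiotic cytochromes P450, 8 were higher and 0 lower (9 higher when adjusted over the list alone). As a set they stood above other genes by camera (adjusted p = 2.58e-05), but not with an estimated correlation (adjusted p = 0.0758). *CYP26B1*, *CYP19A1* and members of the cytokine list below head the paper's tables, which had been seen when the lists were written. The tests of these sets are thus not independent of the data. Of 37 tested growth factor and MAPK feedback genes, 5 were higher and 11 lower with 1,25(OH)_2_D_3_ (5 and 13 adjusted over the list alone, and 18 lower with the replicate block), among them *SPRY2*, an antagonist of receptor tyrosine kinase signalling. *SPRY2* had a log2 fold change of -1.24 (SE 0.13, adjusted p = 1.2e-07) from the same test, and the set test of this list was lost with an estimated correlation (adjusted p = 0.587). With Wnt3A, 39 of 58 tested genes of the cell cycle and DNA replication were higher and 0 lower (53 higher when adjusted over the list alone). The median log2 fold change over the list was 0.41, with a camera adjusted p of 3.23e-30 (adjusted p = 0.0254 with an estimated correlation). The proliferation marker *MKI67* had a log2 fold change of 0.70 (SE 0.074, adjusted p = 3.46e-07) and the topoisomerase gene *TOP2A* of 0.55 (SE 0.063, adjusted p = 1.03e-06) from edgeR's quasi-likelihood test. The paper reports less proliferation of these cells with Wnt3A at a later time (Fig. 3b), which runs the other way from these RNA levels. Of 32 tested genes of the pentose phosphate pathway and NRF2 targets, 22 were lower with Wnt3A and 0 higher (24 lower when adjusted over the list alone, camera adjusted p = 4.39e-16, adjusted p = 0.00595 with an estimated correlation). Among them, the thioredoxin reductase gene *TXNRD1* fell from 2145 ± 152 to 1452 ± 95.5 CPM (SD, n = 3). Of 41 tested genes of cytokines, chemokines and prostaglandin signalling, 4 were higher and 13 lower with Wnt3A (4 and 16 adjusted over the list alone, camera adjusted p = 1.91e-05, adjusted p = 0.00539 with an estimated correlation). The shared interleukin-6 family receptor gene *IL6ST*, which overlaps an unnamed gene on the other strand, had a log2 fold change of -0.76 (SE 0.087, adjusted p = 3.05e-06). The counts were 2959 (1594 higher and 1365 lower) and 1655 (900 and 755) with the replicate block, and 940 and 611 with DESeq2 on the groups of each comparison alone.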

Interestingly, differential gene expression analysis of RNA-seq data indicated that a high number of genes were significantly (FDR-adjusted *P* value < 0.05) regulated by single treatment with 1,25(OH)_2_D_3_ or Wnt3A. 1,25(OH)_2_D_3_ changed the expression of 3,129 genes (51% induced and 49% repressed) in CCD-18Co cells, including some well-known 1,25(OH)_2_D_3_ target genes in other cell types (*THBD*, *CYP24A1*, and *CYP3A4*) (Fig. 1c and Supplementary Table S1), while Wnt3A modulated the expression of 1,794 genes (52% induced and 48% repressed), including its classic target genes *APCDD1*, *AXIN2*, and *TCF7* (Fig. 1c and Supplementary Table S2). 

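*THBD*, the thrombomodulin gene (chromosome 20 from 23026270 to 23030301 of GRCh37), rose from 10.2 ± 2.66 CPM with vehicle to 109 ± 1.44 CPM with 1,25(OH)_2_D_3_ (SD, n = 3). Its log2 fold change was 3.42 (SE 0.12, adjusted p = 1.13e-16) from edgeR's quasi-likelihood test. *CYP24A1* (chromosome 20 from 52769988 to 52790516), which encodes the enzyme that inactivates 1,25(OH)_2_D_3_, had 5 reads over the 3 vehicle libraries and 4337 over the 3 treated ones, a ratio of 942 (95% counting interval 404 to 2900). Its log2 fold change was 9.78 (SE 0.47, adjusted p = 9.01e-07) from the same test. *CYP3A4*, a xenobiotic hydroxylase gene with close paralogs that may share its reads, had 54 reads with 1,25(OH)_2_D_3_ and 0 with vehicle. It was at least 19.6-fold higher against a floor of 3 reads over the group (adjusted p = 1.07e-06). Its paralogs *CYP3A5* and *CYP3A7*, of which the latter overlaps a readthrough gene, had log2 fold changes of 2.33 (SE 0.10, adjusted p = 8.71e-15) and 3.65 (SE 0.17, adjusted p = 2.41e-14). Of 19 tested genes of vitamin D metabolism and classic VDR targets, 13 were higher with 1,25(OH)_2_D_3_ and 2 lower (14 and 2 adjusted over the list alone, camera adjusted p = 2e-10, adjusted p = 0.0135 with an estimated correlation). The receptor gene *VDR*, which overlaps an unnamed gene on the other strand, had a log2 fold change of 0.39 (SE 0.066, adjusted p = 0.000109). With Wnt3A, *APCDD1* (chromosome 18 from 10454625 to 10488698), which encodes a membrane inhibitor of Wnt signalling, rose from 21.7 ± 6.59 to 102 ± 30.1 CPM (SD, n = 3), and its log2 fold change was 2.23 (SE 0.34, adjusted p = 0.00419). *AXIN2* (chromosome 17 from 63524683 to 63557740), a negative feedback gene of the pathway that overlaps an unnamed gene on its own strand, had a log2 fold change of 3.17 (SE 0.20, adjusted p = 6.86e-11). For *TCF7*, a transcription factor gene that overlaps *SKP1* on the other strand, it was 1.26 (SE 0.16, adjusted p = 7.65e-06). Of 26 tested Wnt/β-catenin targets and feedback genes, 9 were higher with Wnt3A and 2 lower (13 and 2 adjusted over the list alone, camera adjusted p = 8.6e-07, adjusted p = 0.00539 with an estimated correlation), and 14 were higher with the replicate block. Counting intervals and floors cover counting error only. *CYP24A1*, *CYP3A4*, *CYP3A7* and *AXIN2* had been seen in the paper's tables when the lists were written. The set tests of vitamin D and Wnt targets are thus not independent of the data.

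**Figure D1:**
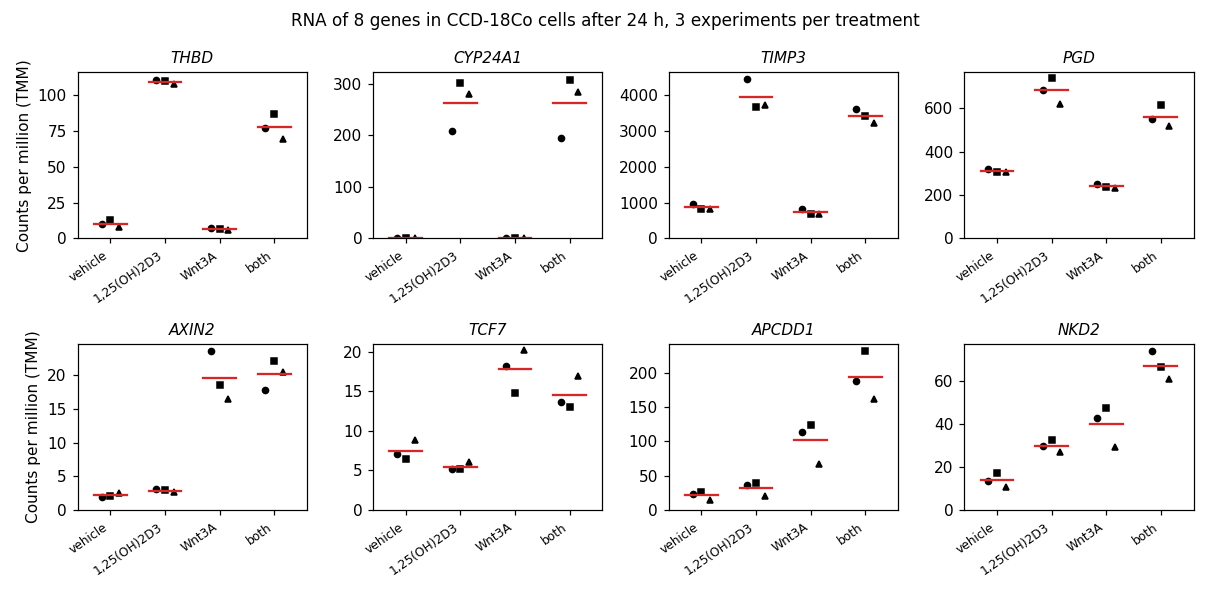
CPM (vertical axis, linear scale, normalized by TMM) of 8 genes in each of the 12 libraries by treatment. Circles, squares and triangles mark experiments 1, 2 and 3, and red lines mark group means. *THBD* lies at 10.2 CPM on average with vehicle and 109 with 1,25(OH)_2_D_3_, and *APCDD1* at 21.7 with vehicle and 102 with Wnt3A.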

A comparison of both groups of differentially expressed genes showed that 800 genes were common targets of 1,25(OH)_2_D_3_ and Wnt3A. 

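The genes changed by both single treatments numbered 317, among them *OSR1*, a transcription factor gene of mesenchymal cells, which was higher with each, and the chemokine gene *CCL2*, which was lower with each. *OSR1* had a log2 fold change of 2.78 (SE 0.20, adjusted p = 1.9e-10) with 1,25(OH)_2_D_3_ and 1.45 (SE 0.24, adjusted p = 0.000202) with Wnt3A, from edgeR's quasi-likelihood test (n = 3 libraries per group). *CCL2* had log2 fold changes of -0.93 (SE 0.12, adjusted p = 5.09e-05) and -0.69 (SE 0.12, adjusted p = 0.00112) in the same comparisons. Independent lists of these sizes among the 12216 tested genes would share 148.5 genes, if every gene were equally likely to be called. Unchanged groups simulated against the shared vehicle libraries gave 0 genes called for either agent in each of 20 draws, so their 0 genes called for both says nothing about the overlap. The 3 vehicle libraries are too few to split, so part of the overlap may come from the shared controls. The replicate block gave 712 genes changed with both single treatments, where independent lists would share 400.9.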

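The fibronectin gene *FN1* was higher with 1,25(OH)_2_D_3_ (log2 fold change 0.55 (SE 0.076, adjusted p = 8.7e-06)) and with Wnt3A (0.33 (SE 0.076, adjusted p = 0.00502)) by edgeR's quasi-likelihood test. The log2 fold changes of *TGFB2*, which overlaps an antisense gene, were 1.56 (SE 0.082, adjusted p = 2.29e-13) and 0.34 (SE 0.087, adjusted p = 0.0138). The hepatocyte growth factor gene *HGF* was lower, with log2 fold changes of -0.35 (SE 0.07, adjusted p = 0.000763) and -0.53 (SE 0.07, adjusted p = 9.29e-06). The tight junction gene *CLDN1* was lower too, with -0.92 (SE 0.12, adjusted p = 1.51e-05) and -1.09 (SE 0.12, adjusted p = 4.16e-06). In all, 95 genes were higher with each treatment, where independent lists would share 51.74, and 68 were lower with each, where they would share 24.92. The counts with the replicate block were 192 and 194, where independent lists would share 117.4 and 84.36.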

A total of 55% (436/800) of them were induced (219/800) or repressed (217/800) by both single treatments. In contrast, the remaining 45% (364/800) of them were induced by the single treatment with 1,25(OH)_2_D_3_ and repressed by the single treatment with Wnt3A (228/800), or *vice versa* (136/800) (Fig. 1d, left panel and Supplementary Fig. S2).

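Among genes with opposite changes, *PGD*, an enzyme gene of the pentose phosphate pathway, rose with 1,25(OH)_2_D_3_ from 312 ± 8.2 to 683 ± 59.7 CPM (SD, n = 3; adjusted p = 1.48e-11). It fell with Wnt3A, with a log2 fold change of -0.37 (SE 0.073, adjusted p = 0.00109) from edgeR's quasi-likelihood test. The retinol dehydrogenase gene *RDH10*, which overlaps an antisense gene, had log2 fold changes of 1.41 (SE 0.089, adjusted p = 8.88e-11) and -0.66 (SE 0.09, adjusted p = 2.57e-05) in these comparisons. *RGS2*, a regulator of G protein signalling, had values of 1.65 (SE 0.081, adjusted p = 7.16e-14) and -0.71 (SE 0.092, adjusted p = 7.45e-06). In the other direction, the stanniocalcin gene *STC1* fell with 1,25(OH)_2_D_3_ (-1.68 (SE 0.13, adjusted p = 1.61e-06)) and rose with Wnt3A (0.88 (SE 0.13, adjusted p = 0.000528)). The intermediate filament gene *VIM*, which overlaps an antisense gene, did so too (-0.53 (SE 0.067, adjusted p = 2.33e-06) and 0.23 (SE 0.067, adjusted p = 0.0259)). There were 108 genes higher with 1,25(OH)_2_D_3_ and lower with Wnt3A (34.75 for independent lists) and 46 with the opposite pattern (37.11 for independent lists). These counts were 207 and 119 with the replicate block (98.52 and 100.6 for independent lists).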

An analysis of the combined treatment results and their comparison with the single treatment results provided interesting data. First, the number of genes regulated by the combination of 1,25(OH)_2_D_3_ + Wnt3A was higher (4,296 genes, 50% induced and 50% repressed) than those regulated by any of the single treatments (Fig. 1c and Supplementary Table S3). 

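With both agents together, 2926 genes changed against vehicle (1622 higher and 1304 lower, or 1966 lower with the replicate block) at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Genes of cholesterol biosynthesis and uptake rose, with 18 of 25 tested genes higher and 0 lower (21 higher when adjusted over the list alone, camera adjusted p = 1.83e-10, adjusted p = 0.00337 with an estimated correlation). *INSIG1*, a sterol-regulated gene of the endoplasmic reticulum, had a log2 fold change of 0.92 (SE 0.069, adjusted p = 1.71e-10) with both agents against vehicle, and the sterol oxidase gene *SC4MOL* of 0.74 (SE 0.072, adjusted p = 1.62e-08). In the single treatments, 7 genes of this list were higher with 1,25(OH)_2_D_3_ and 0 lower (8 higher adjusted over the list alone, 1 lower with the block, camera adjusted p = 0.0289, adjusted p = 0.251 with an estimated correlation). With Wnt3A, 9 were higher (13 adjusted over the list alone, camera adjusted p = 1.19e-07, adjusted p = 0.00539 with an estimated correlation). Of the 58 cell cycle genes, 44 were higher with the combination and 0 lower (45 adjusted over the list alone, camera adjusted p = 3.97e-16, adjusted p = 0.141 with an estimated correlation). *CDK1*, the mitotic kinase gene, had a log2 fold change of 0.49 (SE 0.072, adjusted p = 1.3e-05). Of the 32 genes of the pentose phosphate pathway and NRF2 targets, 5 were higher and 15 lower (7 and 17 adjusted over the list alone, camera adjusted p = 0.00861, adjusted p = 0.344 with an estimated correlation).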

Second, a highly significant direct correlation existed between the observed experimental effect of the combined treatment (log_2_ of the fold-change *vs*. vehicle-treated cells) and the theoretically expected additive effect (calculated by the sum of the log_2_ of the fold-change *vs*. vehicle-treated cells of the single treatments) for all the genes differentially expressed by the single treatments (Fig. 1d), and specifically for the 800 genes that were common targets of the single treatments (Fig. 1e). 

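For *OSR1*, *CLDN1* and *PGD*, the log2 fold change with both agents was set beside the sum of those with each alone. The difference between the combined change and that sum was -0.47 for *OSR1* (SE 0.28, adjusted p = 1), whose combined log2 fold change was 3.76 (SE 0.18, adjusted p = 2.43e-14), from edgeR's quasi-likelihood test. For *CLDN1*, with a combined change of -2.05 (SE 0.14, adjusted p = 3.47e-10), the difference was -0.032 (SE 0.20, adjusted p = 1). For *PGD*, with a combined change of 0.84 (SE 0.072, adjusted p = 1.82e-09), it was 0.088 (SE 0.10, adjusted p = 1). Across the 2487 genes changed by either single treatment (3902 with the replicate block), the combined and summed log2 fold changes had a Pearson r of 0.955, and groups simulated without any effect against the shared vehicle libraries gave 0.585 (20 draws). Their covariance was 0.53 and the simulated covariance 0.0141. Across the 317 genes changed by both, r was 0.968 (0.59 simulated) and the covariance 0.807 (0.00884 simulated). The vehicle libraries enter both axes, and the simulated values leave out the choice of genes by their calls. Where no library is shared, the change with 1,25(OH)_2_D_3_ alone against vehicle and its change in the presence of Wnt3A had r = 0.921 (0.0129 simulated), and the change with Wnt3A alone and in the presence of 1,25(OH)_2_D_3_ had r = 0.86 (0.0083 simulated). These are correlations across genes, which are not independent replicates.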

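*OSR2* and *F2RL2* were each changed by a single agent, with or without the other. *OSR2*, a transcription factor gene related to *OSR1*, had a log2 fold change of 2.39 (SE 0.16, adjusted p = 2.73e-11) with 1,25(OH)_2_D_3_ and of 2.39 (SE 0.16, adjusted p = 3.38e-11) when 1,25(OH)_2_D_3_ was added to Wnt3A, from edgeR's quasi-likelihood test. *F2RL2*, a thrombin receptor family gene that overlaps *IQGAP2* on the other strand, had values of -1.46 (SE 0.089, adjusted p = 4.95e-11) with Wnt3A and -1.34 (SE 0.09, adjusted p = 1.82e-10) when Wnt3A was added to 1,25(OH)_2_D_3_. Across the 2487 genes changed by either agent, the regression of the combined change on the sum had r2 = 0.911, a slope of 0.836 and an intercept of 0.0095 on the log2 scale. The slope was 0.871 after the covariance and variance from the shared libraries and sampling error, as simulated, were removed. That removal does not correct for the choice of genes by their calls. Across the 317 genes changed by both, r2 was 0.937 with a slope of 0.898 (0.914 after that removal). In data simulated with exact additivity, with genes chosen by their calls, slopes lay within 0.844 to 0.922 for the larger set. For the smaller set they lay within 0.871 to 0.971. The SD of r2 when each library was left out in turn was 0.00686 for the larger set and 0.0158 for the smaller.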

In fact, the expected additive effect explained 89% (Fig. 1d, *r*^2^ = 0.888) and 91% (Fig. 1e, *r*^2^ = 0.907) of the variability observed in the combined treatment for the previously mentioned groups of genes. Third, 1,309 genes were significantly regulated by the combined treatment but not by any of the single treatments, and they also displayed a significant direct correlation between the observed effect of the combined treatment (log_2_ of the fold-change *vs*. vehicle-treated cells) and the expected additive effect (calculated by the sum of the log_2_ of the fold-change *vs*. vehicle-treated cells of the single treatments) (Fig. 1f). 

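The 1133 genes changed by the combination and by neither agent alone (554 higher and 579 lower) had small changes, with a median size of 0.35 on the log2 scale for the combination, 0.18 for 1,25(OH)_2_D_3_ and 0.15 for Wnt3A. *RARB*, a retinoic acid receptor gene, had a log2 fold change of 1.85 (SE 0.42, adjusted p = 0.00163) with the combination, and 1.37 (SE 0.45, adjusted p = 0.0603, or 0.0381 with the replicate block) with Wnt3A alone, from edgeR's quasi-likelihood test. *NOTCH3*, a Notch receptor gene, had values of -0.35 (SE 0.12, adjusted p = 0.0358) with the combination, -0.20 (SE 0.12, adjusted p = 0.311) with 1,25(OH)_2_D_3_ and -0.089 (SE 0.12, adjusted p = 0.786) with Wnt3A. The combined value of *WLS*, a carrier of Wnt ligands that overlaps an antisense gene, was 0.17 (SE 0.06, adjusted p = 0.0432). Across these genes the combined and summed changes had r = 0.939 (0.57 simulated without effects) and a covariance of 0.235 (0.0177 simulated). The simulated values leave out the choice of genes by their combined p. The count of genes changed by the combination alone was 720 without the combined library of experiment 2 and 745 without that of experiment 3.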

The expected additive effect explained 83% (*r*^2^ = 0.827) of the variability observed in the combined treatment (Fig. 1f), which suggests that most of these genes are also regulated by the single treatments, although the results did not achieve statistical significance. 

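For 939 of the 1133 genes changed by the combination alone, the estimates with 1,25(OH)_2_D_3_ and with Wnt3A both had the sign of the combined change. For 119 only the 1,25(OH)_2_D_3_ estimate had it, for 74 only the Wnt3A estimate, and for 1 neither. The 939 are 82.9%. In groups simulated without effects the share was 49.1% over the same genes, and 77.8% over as many genes chosen by their combined p (means of 20 draws). The 2 single effects had r = 0.6 (0.484 simulated over the same genes without choice by p). Part of this may come from the shared vehicle libraries and from the choice of genes by their combined p. *S100A4*, a gene used as a fibroblast marker, was called for the combination alone, with a log2 fold change of -0.26 (SE 0.084, adjusted p = 0.025) for the combination, -0.15 (SE 0.084, adjusted p = 0.253, or 0.00928 with the replicate block) for 1,25(OH)_2_D_3_ and -0.17 (SE 0.084, adjusted p = 0.291, or 0.00668 with the replicate block) for Wnt3A, from edgeR's quasi-likelihood test. The regression of the combined change on the sum had r2 = 0.882 (SD 0.0145 when each library was left out in turn), a slope of 1.02 (1.23 after removal of the simulated covariance and variance) and an intercept of 0.0022. That removal does not correct for the choice of genes by their calls. In data simulated with exact additivity, with genes chosen in the same way, slopes lay within 0.983 to 1.05. Of the 1133 genes, 486 were called for at least 1 single treatment with the replicate block.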

Altogether, these data indicated that the results of the combined treatment were largely predicted by the sum of the effects of the two single treatments.

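No gene differed between its combined change and the sum of its single changes at an adjusted p under 0.05 from edgeR's quasi-likelihood test without the block. The count was 0 of 12216, and 354 genes had an unadjusted p under 0.05, fewer than pass it by chance alone. That fit leaves the differences between experiments in its error, so its count of 0 is weak evidence of additivity. DESeq2 on the read equivalents also called 0, and DESeq2 with the replicate block called 5. The count was 9 without a count filter and 42 with DESeq2 on base counts. It was 26 to 1473 in 11 settings of DESeq2 on base counts with the block, which were tried against the paper's counts. The high end of that range came only from the settings that keep all genes, and those with a mean filter stayed near its low end. All of them take the deposited base counts as if they were reads. With the replicate block, edgeR's quasi-likelihood test called 18, of which 14 lay above the sum and 4 below. In that fit 708 had an unadjusted p under 0.05. Those above included *WNT5A*, which encodes a Wnt ligand, and *STC1*, and those below included *LBH* and the cyclooxygenase gene *PTGS1*. These examples were picked after their values were seen, though *STC1* and *WNT5A* also come under the rule for naming genes. In data simulated from these libraries (12074 genes in the fit without the block), 22.4% of interactions of 1.5-fold, 59.7% of 2-fold and 93.9% of 4-fold were recovered without the block. With the block these shares were 56.7%, 71.6% and 97%. Levels and spread in this simulation came from the libraries, but the size of the differences between experiments was set by hand. The gap between the shares with and without the block depends on that size. From the regressions over the genes changed by either agent, by both and by the combination alone, the paper concludes that summing the effects of the single treatments predicted most of the response to the combination (Fig. 1d–f).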

In another three independent experiments, we validated by RT-qPCR the effects of 1,25(OH)_2_D_3_ and Wnt3A on the expression of a subset of genes identified as differentially expressed in the RNA-seq analysis: *TIMP3*, *OSR2*, and *ANXA1* were regulated by 1,25(OH)_2_D_3_; *PKP2*, *DKK2*, *CPLX2*, *ODZ3*, and *ILDR2* were regulated by Wnt3A; and *OSR1*, *NKD1*, *NKD2*, *WNT16*, *PGD*, *SLCO2B1*, and *AMIGO2* were regulated by both single treatments (Fig. 2a). In addition, the results showed a statistically significant induction of *CPLX2* by 1,25(OH)_2_D_3_, which was also detected in the RNA-seq analysis, although without statistical significance. 

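*CPLX2*, which encodes the synaptic protein complexin (chromosome 5 from 175223610 to 175311023 of GRCh37), had 1.06 ± 0.486 CPM with vehicle and 1.36 ± 0.965 CPM with 1,25(OH)_2_D_3_ (SD, n = 3). The libraries held 19 reads of it with vehicle and 22 with 1,25(OH)_2_D_3_, a ratio of 1.26 with a 95% counting interval of 0.65 to 2.46. Its log2 fold change with 1,25(OH)_2_D_3_ was 0.33 (SE 0.52, adjusted p = 0.745) from edgeR's quasi-likelihood test. A difference between these groups was not detectable at this depth. With Wnt3A the gene had 335 reads, 18 times the vehicle level (95% counting interval 11.4 to 30.3).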

The study also revealed an additive effect of 1,25(OH)_2_D_3_ and Wnt3A for most genes, except for *ILDR2*. Accordingly, a highly significant direct correlation was found in RT-qPCR results between the observed experimental effect of the combined treatment and the theoretically expected additive effect (Fig. 2b**)**. The expected additive effect explained 88% (*r*^2^ = 0.882) of the variability observed in the combined treatment (Fig. 2b).

**Figure 2:**
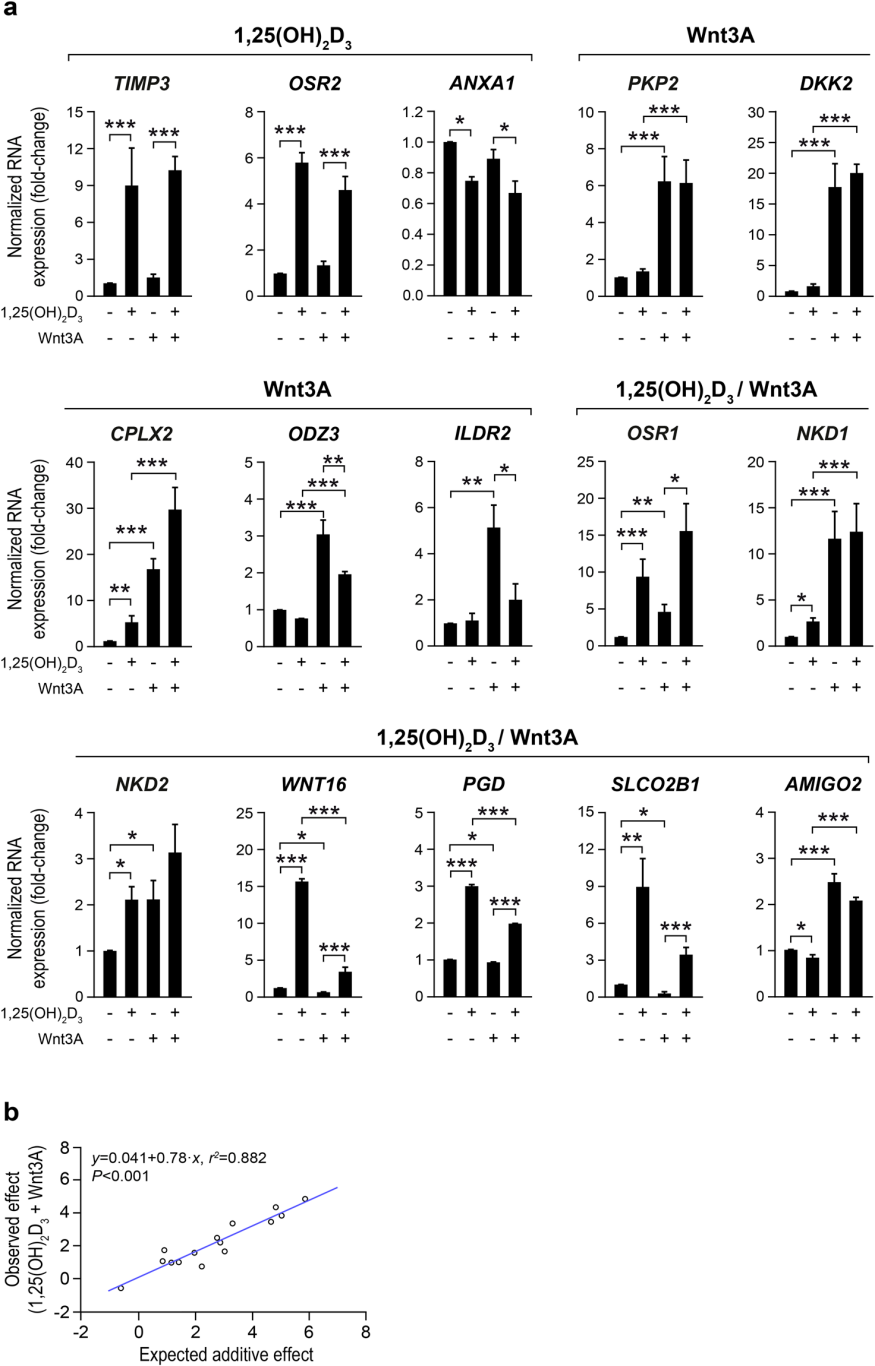
Validation by RT-qPCR of several genes identified as differentially expressed in the RNA-seq study. (**a**) RT-qPCR analysis of the RNA levels of the indicated genes in CCD-18Co cells treated with 1,25(OH)_2_D_3_ and/or Wnt3A for 24 h. Genes are grouped according to the single stimulus that regulates each gene in the RNA-seq data. The mean ± SEM of the fold-change *vs*. vehicle-treated cells in three independent experiments is depicted. (**b**) Scattergram and simple linear regression analysis of the relationship between the effect of the combined treatment (log_2_ of the fold-change *vs*. vehicle-treated cells) and the expected additive effect (calculated by adding up the log_2_ of the fold-change *vs*. vehicle-treated cells of the single treatments) for the genes analysed by RT-qPCR in (**a**). Each dot represents a gene.

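In the RNA-seq data, the metalloproteinase inhibitor gene *TIMP3* rose with 1,25(OH)_2_D_3_ from 870 ± 76.2 to 3949 ± 435 CPM (SD, n = 3), with a log2 fold change of 2.18 (SE 0.087, adjusted p = 4.62e-15) from edgeR's quasi-likelihood test. For the annexin gene *ANXA1* it was -0.52 (SE 0.075, adjusted p = 1.59e-05). With Wnt3A, *TIMP3* had a log2 fold change of -0.25 (SE 0.084, adjusted p = 0.0701, or 1.17e-05 with the replicate block) and *ANXA1* of 0.015 (SE 0.074, adjusted p = 0.955). Among the genes grouped under Wnt3A, the log2 fold changes with Wnt3A were 3.01 (SE 0.44, adjusted p = 3.45e-05) for the plakophilin gene *PKP2* and 2.23 (SE 0.28, adjusted p = 3.88e-05) for the Wnt antagonist gene *DKK2*. They were 3.20 (SE 0.22, adjusted p = 1.16e-10) for *ODZ3*, a teneurin gene, and 2.09 (SE 0.35, adjusted p = 0.000243) for *ILDR2*. For these 4 genes, the adjusted p with 1,25(OH)_2_D_3_ was 0.855, 0.968, 0.468 and 0.907 in that order, from the same test. Among the genes grouped under both, *WNT16*, which encodes a Wnt ligand, had log2 fold changes of 1.06 (SE 0.081, adjusted p = 4.32e-10) with 1,25(OH)_2_D_3_ and -0.65 (SE 0.087, adjusted p = 9.97e-06) with Wnt3A. The transporter gene *SLCO2B1* had values of 1.19 (SE 0.071, adjusted p = 3.28e-12) and -0.78 (SE 0.077, adjusted p = 1.1e-07). *AMIGO2*, an adhesion protein gene, had values of -0.29 (SE 0.14, adjusted p = 0.203, or 0.000155 with the replicate block) and 0.67 (SE 0.13, adjusted p = 0.00632). *PKP2* and *ODZ3*, like *SLCO2B1* and *AMIGO2*, overlap other annotated genes, and *PKP2* and *ILDR2* lay at 0.493 and 1.39 CPM with vehicle.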

### 1,25(OH)_2_D_3_ and Wnt3A modulate the phenotype of human colon myofibroblasts

Next, we explored the effect of 1,25(OH)_2_D_3_ and Wnt3A on the phenotype of CCD-18Co cells. First, we studied the modulation by single or combined treatments of the ability of CCD-18Co cells to remodel the extracellular matrix, estimated as the capacity to contract collagen gels, which is a hallmark of activated fibroblasts. 1,25(OH)_2_D_3_ decreased the capacity of CCD-18Co cells to contract collagen gels, while Wnt3A had the opposite effect leading to a higher contraction capacity (Fig. 3a). The combined treatment significantly reduced the effect of each single agent, indicating that the actions of 1,25(OH)_2_D_3_ and Wnt3A balanced each other out and that both were equipotent, at least at the doses used (Fig. 3a). Supporting these data, 1,25(OH)_2_D_3_ inhibited the expression of *S100A4* in these cells, while Wnt3A induced that of *ACTA2*, which both are markers of activated fibroblasts (Supplementary Fig. S3).

**Figure 3:**
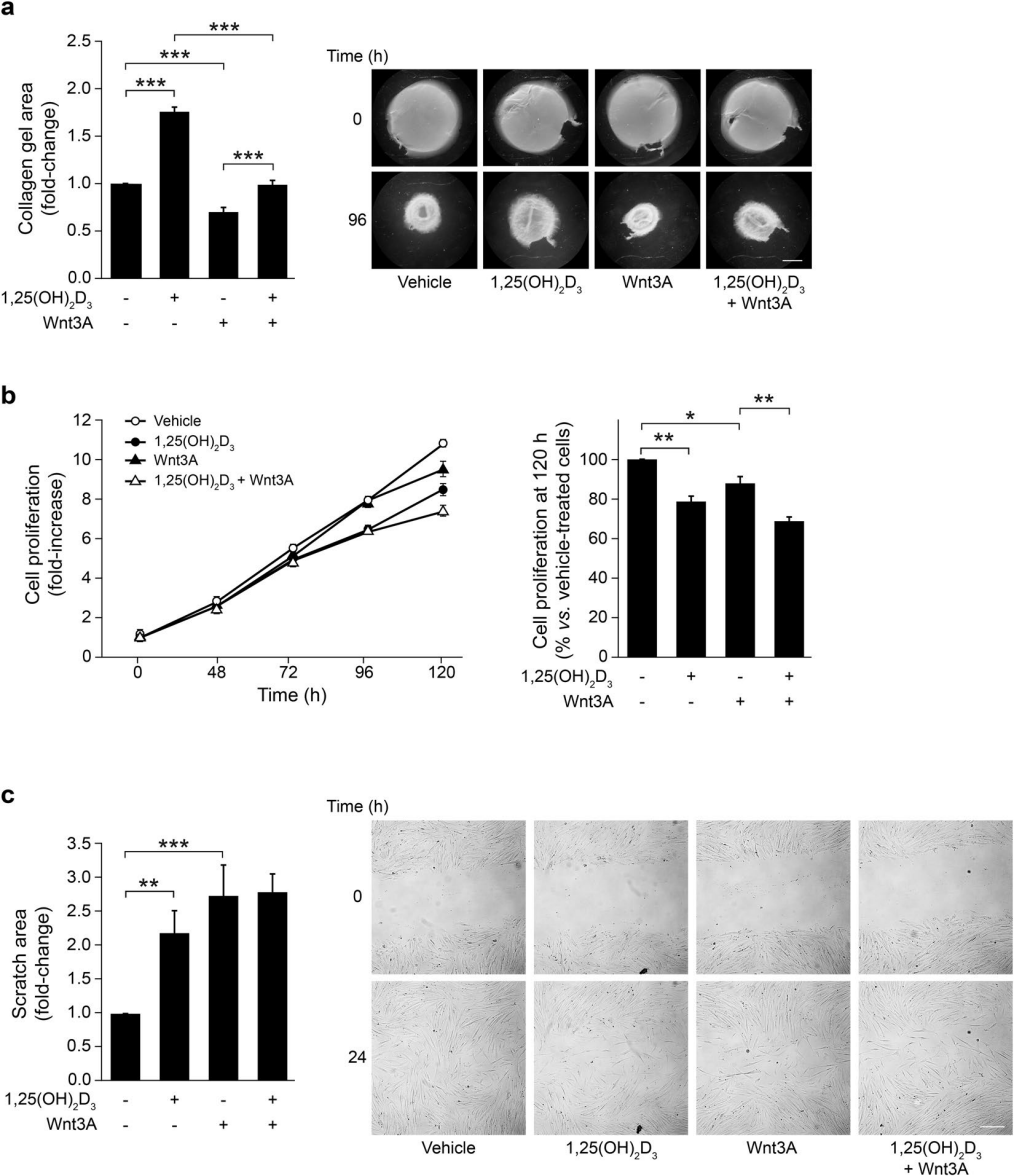
Effects of 1,25(OH)_2_D_3_ and Wnt3A on the phenotype of CCD-18Co human colon myofibroblasts. (**a**) Collagen gel contraction assay of CCD-18Co cells in the presence of 1,25(OH)_2_D_3_ and/or Wnt3A. The gel area was measured at 0 and 96 h. Results are shown as the fold-change in the gel area at 96 h calculated *vs*. vehicle-treated cells in three independent experiments (mean ± SEM) (left). Representative stereomicroscope images of collagen gels are depicted (right). Bar, 4 mm. (**b**) Proliferation of CCD-18Co cells treated with 1,25(OH)_2_D_3_ and/or Wnt3A. Left, cell proliferation was assessed at the indicated times and normalized *vs*. time 0 h (mean ± SEM of three independent experiments). Right, the graph depicts cell proliferation at 120 h calculated as percentage *vs*. vehicle-treated cells (mean ± SEM of three independent experiments). (**c**) Wound healing assay of CCD-18Co cells in the presence of 1,25(OH)_2_D_3_ and/or Wnt3A. The scratch area was measured at 0 and 24 h. Results are shown as the fold-change in the scratch area at 24 h calculated *vs*. vehicle-treated cells in three independent experiments (mean ± SEM) (left). Representative bright-field images of the scratches are depicted (right). Bar, 300 µm.

Second, we studied the effects of 1,25(OH)_2_D_3_ and Wnt3A on CCD-18Co cell proliferation (Fig. 3b). At 120 h, the single treatment with 1,25(OH)_2_D_3_ or Wnt3A respectively caused a 21% or a 12% reduction in cell proliferation compared to vehicle-treated cells, while the combined treatment had an additive effect with 31% of inhibition respect to vehicle-treated cells (Fig. 3b, right panel).

Third, we explored the effect of 1,25(OH)_2_D_3_ and Wnt3A on the migration capacity of CCD-18Co cells measured by the wound healing assay. In this case, single treatment with 1,25(OH)_2_D_3_ or Wnt3A significantly decreased the ability of CCD-18Co cells to close the scratch area and the effect of the combined treatment was similar to that of the single treatments (Fig. 3c).

### Effects of 1,25(OH)_2_D_3_ and Wnt3A on patient-derived primary human colon fibroblasts

To analyse whether the results obtained in CCD-18Co cells can be extended to other colon fibroblasts, we studied the effects of 1,25(OH)_2_D_3_ and Wnt3A in primary cultures of paired NFs and CAFs derived from colon healthy tissue or primary tumours, respectively, of CRC patients. First, we confirmed that NFs and CAFs respond to 1,25(OH)_2_D_3_ and Wnt3A with the induction of RNA expression of their respective target genes *CYP24A1* and *AXIN2* (Supplementary Fig. S4). Then, we analysed the RNA expression of three genes identified in the RNA-seq study as significantly regulated by the single treatment with 1,25(OH)_2_D_3_ (*OSR2*, *OSR1*, and *PGD*) or Wnt3A (*OSR1* and *PGD*) in five paired NFs and CAFs. Notably, the significant induction of the three genes by the single treatment with 1,25(OH)_2_D_3_ was reproduced in NFs and CAFs, except for *PGD* in CAFs that was induced by 1,25(OH)_2_D_3_ in four out of five primary cultures without reaching statistical significance (Fig. 4a). However, interindividual variability was found in the effect of the single treatment with Wnt3A: the induction of *OSR1* was observed in all the CAFs analysed but only in three out of five NFs, while the repression of *PGD* was detected in four out of five NFs and in three out of five CAFs (Fig. 4a). This variability precluded statistical significance and may be due to particular characteristics of the patients. In fact, we found a significant inverse correlation between the endogenous *AXIN2* RNA levels and their regulation by Wnt3A, and a similar tendency for *PGD* (Supplementary Fig. S5). In addition, as expected from the lack of a significant effect of the single treatment with Wnt3A on *OSR1* and *PGD* expression, the combined treatment did not significantly modify the effect of the single treatment with 1,25(OH)_2_D_3_ on the expression of these genes (for *OSR1*, *P* > 0.999 in NFs and *P* > 0.999 in CAFs; for *PGD*, *P* = 0.526 in NFs and *P* > 0.999 in CAFs) (Fig. 4a).

**Figure 4:**
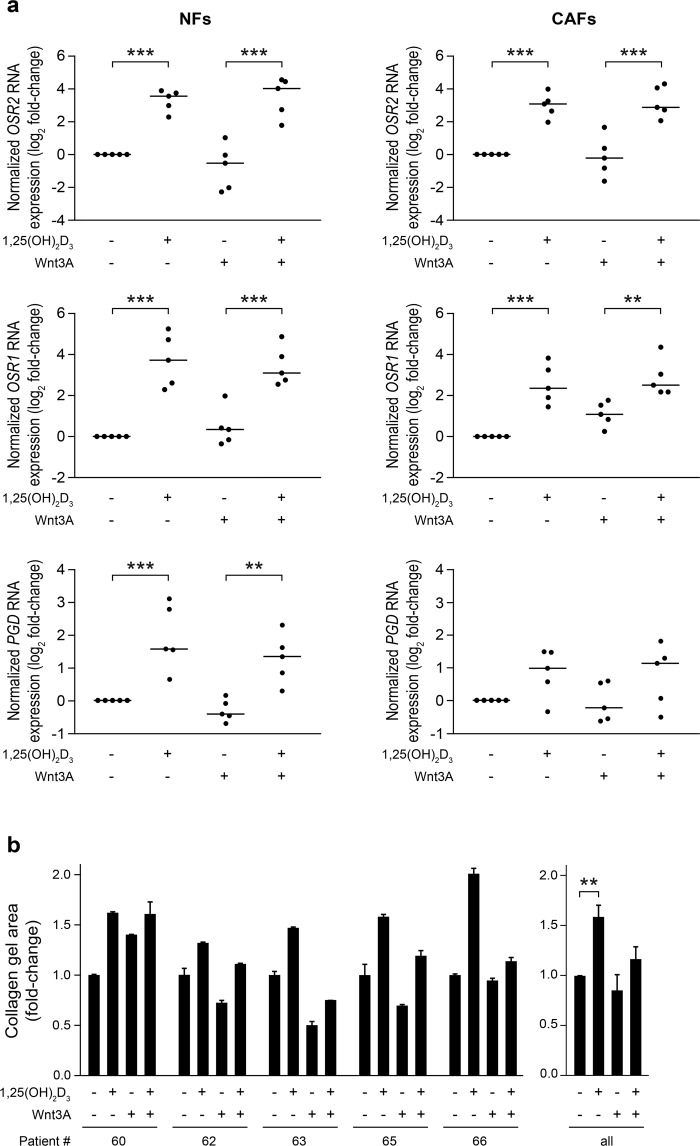
1,25(OH)_2_D_3_ and Wnt3A action in patient-derived primary human colon fibroblasts. (**a**) RT-qPCR analysis of the RNA expression of three genes identified in the RNA-seq study as significantly regulated by the single treatment with 1,25(OH)_2_D_3_ (*OSR2*, *OSR1*, and *PGD*) or Wnt3A (*OSR1* and *PGD*) was performed in five paired NF and CAF primary cultures derived from CRC patients (#60, #62, #63, #65, and #66) and treated with 1,25(OH)_2_D_3_ and/or Wnt3A for 24 h. Data are shown as log_2_ of the fold-change *vs*. vehicle-treated cells and the horizontal bars indicate the median values. (**b**) Collagen gel contraction assay of five primary cultures of NFs from the indicated patients in the presence of 1,25(OH)_2_D_3_ and/or Wnt3A. The gel area was measured at 0 and 96 h. Results are depicted as the fold-change in the gel area at 96 h calculated *vs*. vehicle-treated fibroblasts. Data from each patient (mean ± SD) (left) and the mean ± SEM of all patients (right) are shown.

Moreover, we performed collagen gel contraction assays with five primary cultures of colon NFs. We found that the collagen gels treated with 1,25(OH)_2_D_3_ were larger than those treated with vehicle in all primary cultures analysed. Thus, 1,25(OH)_2_D_3_ significantly inhibited the capacity of NFs to contract collagen gels (Fig. 4b). In contrast, the effect of Wnt3A was variable: it increased the contraction of collagen gels by NFs from four patients (#62, #63, #65, and #66), while it had the opposite effect in the case of patient #60 (Fig. 4b). As occurred in CCD-18Co cells, the combined 1,25(OH)_2_D_3_ + Wnt3A treatment had an intermediate effect between both single treatments (Fig. 4b).

### 1,25(OH)_2_D_3_ and Wnt3A decrease the migration capacity of fibroblasts from different origins

To extend our results to fibroblasts from other tissues, we analysed the response to 1,25(OH)_2_D_3_ and Wnt3A of IMR-90 human lung fibroblasts and BJ-hTERT human foreskin fibroblasts. Both types of fibroblasts expressed VDR and responded to 1,25(OH)_2_D_3_ and Wnt3A (Fig. 5a–c). Similarly to the effect observed in CCD-18Co cells, single treatment with 1,25(OH)_2_D_3_ or Wnt3A significantly reduced the migration of IMR-90 fibroblasts, while the combined treatment displayed a slightly higher inhibitory effect (Fig. 5d). In the case of BJ-hTERT fibroblasts, 1,25(OH)_2_D_3_ also significantly reduced cell migration while Wnt3A showed a tendency that did not reach statistical significance (*P* = 0.073) (Fig. 5e).

**Figure 5:**
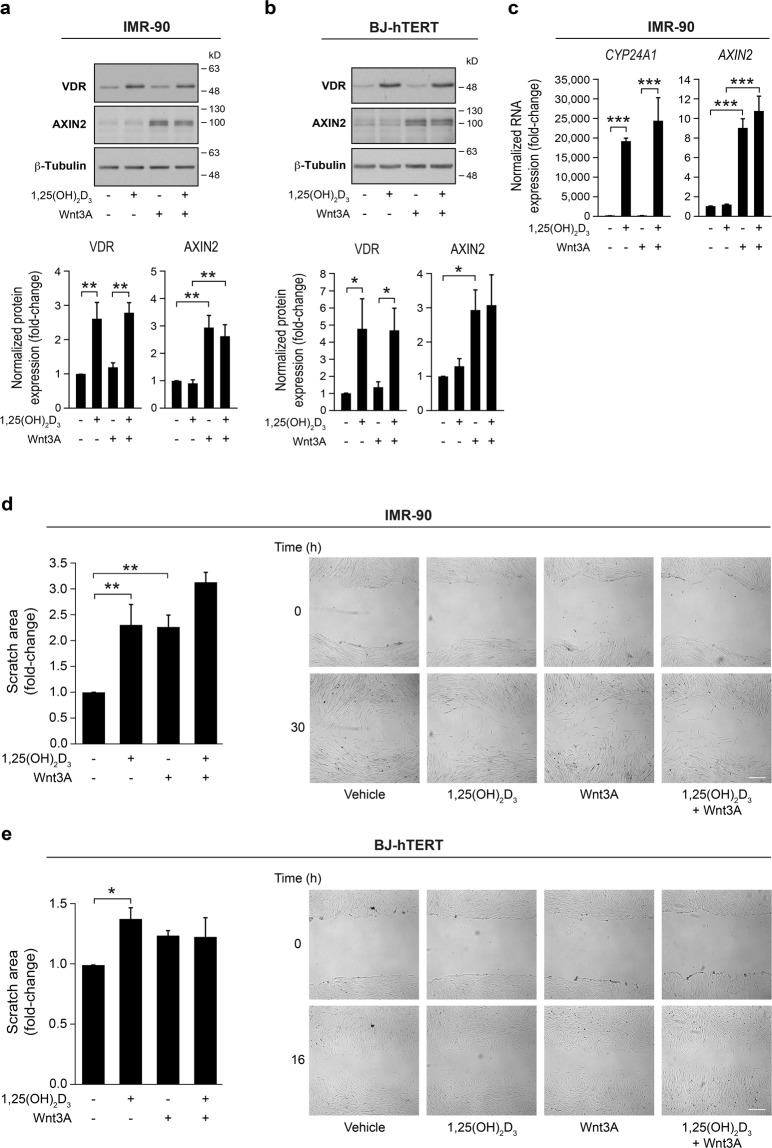
1,25(OH)_2_D_3_ and Wnt3A effects in IMR-90 human lung fibroblasts and BJ-hTERT human foreskin fibroblasts. (**a**,**b**) Western blot analysis of VDR and AXIN2 protein levels in IMR-90 (**a**) and BJ-hTERT (**b**) cells treated with 1,25(OH)_2_D_3_ and/or Wnt3A for 24 h. β-Tubulin was used as a loading control. Images of a representative experiment (upper panels) and the quantification (mean ± SEM) of three independent experiments (lower panels) are shown. Full-length blots are presented in Supplementary Figs. S7 and S8. (**c**) RT-qPCR analysis of *CYP24A1* and *AXIN2* RNA levels in IMR-90 fibroblasts treated as in (**a**). The mean ± SEM of three independent experiments is shown. (**d**,**e**) Wound healing assay of IMR-90 (**d**) and BJ-hTERT (**e**) fibroblasts in the presence of 1,25(OH)_2_D_3_ and/or Wnt3A. The scratch area was measured at 0 and 30 h (**d**) or at 0 and 16 h (**e**). Results are shown as the fold-change in the scratch area at 30 h (**d**) or at 16 h (**e**) calculated *vs*. vehicle-treated cells in three independent experiments (mean ± SEM) (left). Representative bright-field images of the scratches are depicted (right). Bar, 300 µm.

## Discussion

Stromal fibroblasts are crucial in healthy and pathologic intestine. However, little is known about the signals that regulate their biology. Here we have analysed the effect on colon fibroblasts of canonical Wnt factors present in the intestinal stem cell niche and in the CRC tumour microenvironment. In addition, we studied the action of 1,25(OH)_2_D_3_, an important regulator of gut physiology that inhibits the Wnt/β-catenin signalling pathway in colon carcinoma cells^24–26,31^.

Our results show that single treatment with 1,25(OH)_2_D_3_ or Wnt3A has wide effects on gene expression and phenotype in human colon fibroblasts. 

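Genes that rose and genes that fell were found with each agent. Of the genes changed by 1,25(OH)_2_D_3_, 58.2% were higher, and of those changed by Wnt3A, 59.8%. The largest falls with 1,25(OH)_2_D_3_ included the cytokine gene *IL24*, which overlaps *FCMR* on the other strand (log2 fold change -2.07 (SE 0.47, adjusted p = 0.00326)). Another was *SLC16A6*, a transporter gene that overlaps *ARSG* (-1.60 (SE 0.081, adjusted p = 1.06e-13)), both from edgeR's quasi-likelihood test. The largest falls with Wnt3A included the interleukin-33 receptor gene *IL1RL1*, which overlaps *IL18R1* (-1.75 (SE 0.39, adjusted p = 0.00448)). Another was *AKR1B10*, an aldo-keto reductase gene with close paralogs (-1.42 (SE 0.24, adjusted p = 0.000175)). *VEGFA*, an angiogenic factor gene that overlaps an unnamed gene, was among those that rose with 1,25(OH)_2_D_3_ (1.92 (SE 0.082, adjusted p = 4.62e-15)). *PTGER3*, a prostaglandin E_2_ receptor gene, was among those that rose with Wnt3A (2.56 (SE 0.18, adjusted p = 1.84e-10)).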

In both cases, approximately half of the differentially expressed genes are upregulated, probably a subset of them by direct binding of VDR or TCF to their regulatory regions (such as the classic target genes highlighted in Fig. 1c), and others indirectly in cascade by the products of the direct target genes. Regarding the downregulated genes, it is widely accepted that the mechanisms responsible for gene repression by 1,25(OH)_2_D_3_/VDR and Wnt/β-catenin are mostly indirect and mediated by the products of direct target genes, miRNAs, or by the interaction of VDR or β-catenin with transcription factors or signalling pathways^32,33^. 

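More genes moved by at least 2-fold with 1,25(OH)_2_D_3_ than with Wnt3A (171 against 85 of the called genes). The largest fitted rises with 1,25(OH)_2_D_3_ were in *CYP24A1*, in *CYP3A4*, whose vehicle libraries held no reads, and in the potassium channel gene *KCNK3*. *KCNK3* had 42 reads against 0 (at least 15.2-fold higher against a floor of 3 reads over the group). The largest rises with Wnt3A were in *NKD1*, *CPLX2* and *GPC3*. *NKD1*, an inhibitor of Wnt signalling that overlaps an unnamed gene on the other strand, had 29 reads against 1 (ratio 29.6, 95% counting interval 4.91 to 1210). The glypican gene *GPC3* had 34 reads against 2 (ratio 17.4, interval 4.45 to 149). Over all called genes the median size of the log2 fold change was 0.41 with 1,25(OH)_2_D_3_ and 0.47 with Wnt3A. Folds of genes with so few vehicle reads are limited by counting error.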

The number of differentially expressed genes (3,129 *vs*. 1,794) and the magnitude of the regulation (maximum fold-change 4,166 *vs*. 64) reveal that 1,25(OH)_2_D_3_ is a more potent regulator of fibroblast gene expression than Wnt3A, at least under the experimental conditions used.

We analysed the effects of 1,25(OH)_2_D_3_ and Wnt3A on several fibroblast properties that have been associated with an activated, protumoural phenotype (extracellular matrix contraction, proliferation, and migration)^19^. Our data clearly indicate that 1,25(OH)_2_D_3_ inhibits these properties in several types of human fibroblasts, including patient-derived primary colon fibroblasts. This is in line with results obtained in other systems^27,34–37^ and supports the fact that 1,25(OH)_2_D_3_ is a master modulator of activated stroma with promising therapeutic applications in cancer and fibrotic diseases. However, the data obtained with Wnt3A are more complex, as it increases the fibroblast capacity to contract collagen gels and the expression of the classic myofibroblast marker *ACTA2*, while it reduces fibroblast proliferation and migration. These findings suggest that the diverse fibroblast properties analysed here are regulated by different intracellular mechanisms and target genes. Accordingly, although activation of the Wnt/β-catenin signalling pathway in fibroblasts usually promotes the acquisition of a myofibroblast phenotype associated with enhanced proliferation and migration^38–41^, some exceptions reveal that these cellular properties are not always coupled and, indeed, are sometimes modulated in opposite ways by the activation of the Wnt/β-catenin pathway^42–46^. Thus, it has been reported that Wnt3A treatment or overexpression of a constitutively active β-catenin mutant inhibits cell proliferation in mouse embryonic fibroblasts^42,44^. Likewise, Wnt3A reduces cell proliferation in melanocytes and in several melanoma and B-cell acute lymphoblastic leukaemia cell lines^47–49^. Similarly, the canonical Wnt1 protein inhibits human umbilical vein endothelial cell proliferation^50^. In addition, stimulation with Wnt3A reduces the invasive capacity of mouse mesenchymal stem cells, while the inhibition of the Wnt/β-catenin signalling pathway by β-catenin knockdown exerts the opposite effect^51^. Also, Stojadinovic *et al*. showed that β-catenin stabilization inhibits keratinocyte migration during wound healing^52^. Interestingly, mammary fibroblasts engineered to secrete Wnt3A have been found to promote or inhibit tumour growth in xenografts derived from two different breast cancer patients^53^. Moreover, Kabiri *et al*. have recently described that inhibition of Wnt signalling enhances proliferation of intestinal stem cells^54^. These variable effects of the activation of the Wnt/β-catenin signalling pathway are probably due to the specific molecular characteristics of the different cellular systems and highlight the cell type- and context-dependent effects of Wnt signals.

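*ANXA1* and *F2RL2* are examples of genes called for a single agent. The genes called with 1,25(OH)_2_D_3_ and not with Wnt3A numbered 1474 of 1791 (82.3%), and those called with Wnt3A and not with 1,25(OH)_2_D_3_ 696 of 1013 (68.7%). The collagen gene *COL14A1* had a log2 fold change of 0.64 (SE 0.074, adjusted p = 6.38e-07) with 1,25(OH)_2_D_3_ and -0.18 (SE 0.075, adjusted p = 0.176, or 0.00465 with the replicate block) with Wnt3A, from edgeR's quasi-likelihood test. For *COL6A3* the values were 0.029 (SE 0.12, adjusted p = 0.908) and 0.52 (SE 0.12, adjusted p = 0.00824). A call with only 1 of the agents does not by itself show that the effects differ. With the replicate block the first count was 2247, and the shares were 75.9% and 57%.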

A comparison of the differentially expressed genes shows that most genes regulated by the single treatment with 1,25(OH)_2_D_3_ (74%; 2,329/3,129) or Wnt3A (55%; 994/1,794) are unshared, while 800 genes are common targets. This suggests that the gene regulatory action of both agents is mainly independent and differentiated. 

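Of the genes changed by both single treatments, 163 (51.4%) moved the same way with each and 154 (48.6%) moved in opposite ways. The plasminogen activator gene *PLAT* was lower with each, with log2 fold changes of -0.74 (SE 0.087, adjusted p = 1.49e-06) with 1,25(OH)_2_D_3_ and -0.32 (SE 0.086, adjusted p = 0.0209) with Wnt3A, from edgeR's quasi-likelihood test. The binding protein gene *IGFBP5*, which overlaps an antisense gene, moved in opposite ways, with 0.75 (SE 0.083, adjusted p = 5.46e-07) and -0.70 (SE 0.084, adjusted p = 4.16e-06). Across the 2487 genes called for either agent, the 2 single effects had r = 0.0266. Groups simulated without effects gave 0.493 because the vehicle libraries are shared. That value is no baseline for the called genes, since the variance of their summed changes was 0.634 and the simulated one 0.0417. In the fit with the replicate block, 386 genes moved the same way and 326 in opposite ways.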

Remarkably, 55% (436/800) of the commonly regulated genes were induced or repressed by both single treatments, while the remaining 45% (364/800) were induced by one of the single treatments but repressed by the other one. Consistently, common and opposite effects are exerted by 1,25(OH)_2_D_3_ and Wnt3A on the CCD-18Co cell phenotype: both agents inhibit CCD-18Co cell proliferation and migration, while 1,25(OH)_2_D_3_ reduces, but Wnt3A induces, their contraction capacity.

Interestingly, the results obtained with the combined 1,25(OH)_2_D_3_ + Wnt3A treatment reveal a predominantly additive effect on CCD-18Co gene expression. First, a detailed analysis of RNA-seq data indicates that the sum of the effects of the single treatments explains 89% (*r*^2^ = 0.888) of the variability observed in the combined treatment for the genes that are differentially expressed by the single treatments. A similar result was found for the genes studied by RT-qPCR. Secondly, 70% (2,987/4,296) of the genes that are differentially expressed by the combined treatment are also significantly regulated by any of the single treatments. 

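Of the 2926 genes changed by the combination, 1793 (61.3%) were also called for at least 1 single treatment, of which 222 were called for both, 1039 for 1,25(OH)_2_D_3_ without Wnt3A and 532 for Wnt3A without 1,25(OH)_2_D_3_. *TACR1*, a tachykinin receptor gene, was called in all 3 comparisons, and its combined log2 fold change was -2.11 (SE 0.18, adjusted p = 3.81e-07) from edgeR's quasi-likelihood test. Another 694 genes were called for a single treatment and not for the combination. *COL13A1*, for example, had log2 fold changes of -0.47 (SE 0.10, adjusted p = 0.00271) with 1,25(OH)_2_D_3_, 0.44 (SE 0.10, adjusted p = 0.00296) with Wnt3A and -0.14 (SE 0.10, adjusted p = 0.334) with both. With the replicate block there were 1083 such genes. In that fit 2819 genes of the combination were also called for a single treatment, of which 551 for both and 1561 for 1,25(OH)_2_D_3_ without Wnt3A.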

And third, the sum of the effects of the single treatments also explains 83% (*r*^2^ = 0.827) of the variability observed in the combined treatment for the 1,309 genes that are differentially expressed only by 1,25(OH)_2_D_3_ + Wnt3A, which suggests that those genes are also regulated by the single treatments, although the results did not achieve statistical significance. Accordingly, both agents display a clearly additive effect on the contraction capacity of CCD-18Co and patient-derived primary colon fibroblasts, CCD-18Co cell proliferation, and IMR-90 cell migration.

Previous studies by our group and others have shown that 1,25(OH)_2_D_3_ inhibits the Wnt/β-catenin signalling pathway in colon carcinoma cells mainly through the induction of VDR binding to β-catenin, which leads to the disruption of TCF/β-catenin complexes, and by the upregulation of E-cadherin that promotes β-catenin relocation from the nucleus to the cell membrane adherens junctions^24,55^. Additionally, the Wnt/β-catenin pathway is inhibited by 1,25(OH)_2_D_3_ in colon carcinoma cells in a paracrine manner: 1,25(OH)_2_D_3_ diminishes the secretion by macrophages of interleukin-1β, which acts on colon carcinoma cells and stabilizes β-catenin^56^. In contrast to a general inhibitory effect, our results in human colon fibroblasts reveal that 1,25(OH)_2_D_3_ does not globally change the expression of Wnt3A target genes, although it significantly reduces the effect of Wnt3A on 23% (410/1,794) of the genes regulated by Wnt3A alone, including the known Wnt target genes *CCND1*, *DKK1*, *MMP14*, *TNFRSF19*, and *CYR61*. 

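Levels of *CCND1*, *DKK1*, *MMP14*, *TNFRSF19* and *CYR61* were compared between the combination and Wnt3A alone. The log2 fold change between the combination and Wnt3A was -0.49 (SE 0.061, adjusted p = 1.69e-06) for the cyclin gene *CCND1*, -1.16 (SE 0.12, adjusted p = 3.62e-07) for the Wnt antagonist gene *DKK1*, and -0.35 (SE 0.068, adjusted p = 0.000815) for the matrix protease gene *MMP14*, from edgeR's quasi-likelihood test. It was -0.66 (SE 0.17, adjusted p = 0.0167) for the receptor gene *TNFRSF19* and -0.47 (SE 0.11, adjusted p = 0.00754) for the matricellular gene *CYR61*. Their log2 fold changes with Wnt3A against vehicle were 0.14 (SE 0.06, adjusted p = 0.215, or 0.0173 with the replicate block) for *CCND1*, 0.30 (SE 0.11, adjusted p = 0.113, or 0.00116 with the replicate block) for *DKK1* and 0.17 (SE 0.068, adjusted p = 0.162, or 0.00403 with the replicate block) for *MMP14*, from the same test. For *TNFRSF19* and *CYR61* they were 1.36 (SE 0.18, adjusted p = 0.00017) and 0.15 (SE 0.11, adjusted p = 0.536, or 0.0227 with the replicate block). Under 1,25(OH)_2_D_3_ alone, *DKK1* had a log2 fold change of -1.55 (SE 0.13, adjusted p = 1.94e-08) and *CCND1* of -0.48 (SE 0.061, adjusted p = 2.45e-06). The interaction of the agents had an adjusted p of 1 for *CCND1* and 1 for *DKK1*. *CCND1* and *DKK1* overlap other genes on the opposite strand. Of the 1013 genes called for Wnt3A, 179 (17.7%) also differed between the combination and Wnt3A with the sign opposite to the Wnt3A effect (69 induced and 110 repressed by Wnt3A), and 145 (14.3%) differed with the same sign. The Wnt3A libraries enter both comparisons with opposite signs, so error in them can raise the first count and lower the second. Of the 179 genes, 122 were called for 1,25(OH)_2_D_3_ alone as well. None was called for an interaction without the block, but no tested gene was in that fit, so this says nothing about the 179. Without the Wnt3A library of experiment 3 the count of genes with the opposite sign was 112. With the replicate block it was 366 of 1655 (156 induced, 210 repressed and 258 called for 1,25(OH)_2_D_3_), with 306 enhanced.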

Analogously, Meyer *et al*. found that 1,25(OH)_2_D_3_ only modestly influences β-catenin binding sites on the genome of LS180 colon carcinoma cells^57^, which suggests that 1,25(OH)_2_D_3_ may neither generally affect the expression of β-catenin target genes in other cell types. 

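*NKD2*, which encodes an inhibitor of Wnt signalling (chromosome 5 from 1009168 to 1038925 of GRCh37), rose with 1,25(OH)_2_D_3_ from 13.8 ± 3.4 to 29.8 ± 2.78 CPM (SD, n = 3). Its log2 fold change was 1.11 (SE 0.19, adjusted p = 0.000882) from edgeR's quasi-likelihood test. Its paralog *NKD1* had 7 reads with 1,25(OH)_2_D_3_ and 1 with vehicle, a ratio of 7.61 (95% counting interval 0.977 to 343, adjusted p = 0.116 from the same test). *APCDD1* had a log2 fold change of 0.55 (SE 0.40, adjusted p = 0.429, or 0.000262 with the replicate block) with 1,25(OH)_2_D_3_ alone, and of 0.93 (SE 0.28, adjusted p = 0.0604, or 4e-16 with the replicate block) when 1,25(OH)_2_D_3_ was added to Wnt3A. *NKD2* had a log2 fold change of 0.75 (SE 0.15, adjusted p = 0.00259) when 1,25(OH)_2_D_3_ was added to Wnt3A. Of 8 tested genes of secreted Wnt antagonists, 0 were higher and 1 lower with 1,25(OH)_2_D_3_ (the same counts adjusted over the list alone, and 1 higher with the replicate block, camera adjusted p = 0.871). Against vehicle, 2 were higher and 0 lower with Wnt3A (3 higher adjusted over the list alone, camera adjusted p = 0.000647, adjusted p = 0.024 with an estimated correlation).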

Additional data support a role of 1,25(OH)_2_D_3_ as a partial inhibitor of the Wnt/β-catenin signalling pathway in colon fibroblasts: (i) a 1,25(OH)_2_D_3_-induced VDR/β-catenin interaction has been observed in CCD-18Co fibroblasts^58^; and (ii) our RNA-seq results show that certain Wnt inhibitors (*NKD1*, *NKD2* and *APCDD1*) are induced by 1,25(OH)_2_D_3_.

In summary, our findings reinforce the relevance of 1,25(OH)_2_D_3_ and Wnt3A in healthy and pathologic intestine, and indicate that in addition to their action on intestinal normal epithelial cells and on colon carcinoma cells, they are strong regulators of colon fibroblast biology. Thus, their actions on intestinal stroma should be considered for a better understanding of intestinal homeostasis and for the design of therapies against CRC and other intestinal diseases.

## Methods

### Cells and cell culture

CCD-18Co (ATCC CRL-1459) human colon myofibroblasts were cultured in Minimum Essential Medium plus 10% foetal bovine serum (FBS) (both from Life Technologies). IMR-90 (ATCC CCL-186) human lung fibroblasts and BJ-hTERT (ATCC CRL-4001) human foreskin fibroblasts immortalized with hTERT were cultured in Dulbecco’s modified Eagle’s medium (Life Technologies) plus 10% FBS. Cell lines were periodically authenticated using the GenePrint 10 System (Promega) and the results were sent for comparison against the ATCC cell line database. Lyophilised recombinant human Wnt3A (#5036-WN, R&D Systems) was reconstituted at a concentration of 200 μg/ml in PBS containing 0.1% BSA following manufacturer’s indications. Cells were treated with a final concentration of 100 nM 1,25(OH)_2_D_3_ (Sigma-Aldrich), 100 ng/ml recombinant human Wnt3A, and/or with the corresponding volume of vehicles (ethanol for 1,25(OH)_2_D_3_; 0.1% BSA in PBS for Wnt3A) for the indicated times (in long experiments cells were retreated every 48 h).

### Primary cultures of human colon fibroblasts

Primary cultures of human colon normal and tumour fibroblasts were established using the explant outgrowth technique as previously described^27,59,60^. Briefly, fresh surgical specimens from morphologically normal colon mucosa (at least 5 cm from the surgical margin) and from colon primary tumour of the same patient were obtained after surgery and incubated with antibiotics and fungicides. Then, samples were cut into small pieces and placed in T25 cell culture flasks with FBS plus 0.25 mg/ml Primocin (InvivoGen). After one week, FBS was replaced by Fibroblast Growth Medium-2 (FGM-2, Lonza). Fibroblasts grew around the tissue explants for approximately 3 weeks. Then, tissue fragments were removed and fibroblasts were routinely cultured in FGM-2. All experiments were performed with primary fibroblasts at seventh passage at most. Human samples were obtained with the approval of the Ethics Committee for Clinical Research of Hospital Universitario La Paz (approval code: HULP-PI-1425) and provided by the Biobank of the Instituto de Investigación Sanitaria Hospital Universitario La Paz (IdiPAZ Biobank, PT13/0010/0003, Plataforma de Apoyo a la Investigación en Ciencias y Tecnologías de la Salud en la Red de Biobancos 2013). The research with human samples was performed in accordance with the Declaration of Helsinki, and Spanish and EU legislation. All patients gave written informed consent.

### RNA-sequencing and bioinformatics analyses

Total RNA from three independent experiments of CCD-18Co human colon myofibroblasts treated with 1,25(OH)_2_D_3_, Wnt3A, both, or vehicle for 24 h was extracted using RNeasy Mini Kit (Qiagen). Sequencing libraries were prepared with the Illumina TruSeq Stranded mRNA Sample Preparation Kit as indicated in the Illumina TruSeq Stranded mRNA Sample Preparation Guide (#15031047 D). Briefly, polyA + fractions were purified and randomly fragmented, converted to double stranded cDNA and processed through subsequent enzymatic treatments of end-repair, dA-tailing, and ligation to adapters. Adapter-ligated library was completed by 9 cycles of PCR with Illumina PE primers. The resulting purified cDNA libraries were sequenced (single-read, 40-bases read length) on an Illumina Genome Analyzer IIx at the Genomics Facility of the Spanish National Cancer Research Centre using Illumina TruSeq SBS Kit v5 and following manufacturer’s protocols. Image analysis and per-cycle base calling were performed with Illumina Real-Time Analysis (RTA1.13) software. Conversion to fastq read format and sequence alignment to the GRCh37/hg19 assembly of the human genome with ELAND v2e alignment algorithm were achieved using Illumina CASAVA 1.8 software. The raw reads (fastq files) and the raw number of reads *per* gene are available at the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/gds/) under the accession number GSE120106.

The normalization of the raw number of reads *per* gene and the differential gene expression analysis were performed with the Bioconductor package DESeq2^61^ designed for R statistical computing software (https://www.r-project.org/). To account for multiple hypotheses testing, the estimated significance level (*P* value) was adjusted using Benjamini & Hochberg False Discovery Rate (FDR) correction. Those genes with a FDR-adjusted *P* value < 0.05 were selected as differentially expressed by 1,25(OH)_2_D_3_, Wnt3A or 1,25(OH)_2_D_3_ + Wnt3A treatment *vs*. vehicle-treated cells. Venn diagrams were performed with BioVenn software (http://www.biovenn.nl/)^62^ or VennDiagram (https://CRAN.R-project.org/package = VennDiagram) designed for R statistical computing software.

### RNA isolation and quantitative RT-PCR

Total RNA was extracted using RNeasy Mini Kit (Qiagen). RNA was retrotranscribed using iScript cDNA Synthesis kit (Bio-Rad). Then, the quantitative PCR (qPCR) reaction was performed in a CFX384 Real-Time PCR detection System (Bio-Rad) using TaqMan Universal Master Mix II (Life Technologies). Thermal cycling of the qPCR reaction was initiated with a denaturation step at 95 °C for 10 min and consisted of 40 cycles (denaturation at 95 °C for 15 s, annealing and elongation at 60 °C for 30 s). We used the following TaqMan probes: *CYP24A1* (Hs00167999_m1), *AXIN2* (Hs00610344_m1), *TIMP3* (Hs00927214_m1), *OSR2* (Hs00369588_m1), *ANXA1* (Hs00167549_m1), *PKP2* (Hs00428040_m1), *DKK2* (Hs 00205294_m1), *CPLX2* (Hs00932617_m1), *ODZ3* (Hs01111780_m1), *ILDR2* (Hs01025498_m1), *OSR1* (Hs04189871_m1), *NKD1* (Hs00263894_m1), *NKD2* (Hs01108239_m1), *WNT16* (Hs00365138_m1), *PGD* (Hs00427230_m1), *SLCO2B1* (Hs01030343_m1), *AMIGO2* (Hs00827141_g1), *S100A4* (Hs00243202_m1), *ACTA2* (Hs00426835_g1), *RPLP0* (Hs99999902_m1), *GAPDH* (Hs02758991_g1), and *B2M* (Hs99999907_m1) (all from Life Technologies). For RNA expression of cell lines (CCD-18Co, IMR-90 and BJ-hTERT), RNA expression values were normalized *vs*. the housekeeping gene *RPLP0* using the comparative C_T_ method. For RNA expression of patient-derived fibroblasts, RNA expression values were independently normalized *vs*. three housekeeping genes (*RPLP0*, *GAPDH*, and *B2M*) using the comparative C_T_ method and the mean was calculated. All experiments were performed using triplicates.

### Western blot

Whole-cell extracts were prepared by cell lysis with RIPA buffer plus protease- and phosphatase-inhibitors for 25 min on ice, followed by centrifugation at 13,000 rpm for 10 min at 4 °C. Proteins were separated by SDS-PAGE, transferred to PVDF membranes and incubated with antibodies against VDR (#12550, Cell Signaling Technology), CYP24A1 (sc-66851, Santa Cruz Biotechnology), AXIN2 (#2151, Cell Signaling Technology), β-actin (sc-1616, Santa Cruz Biotechnology), and β-tubulin (T4026, Sigma-Aldrich), and then with HRP-conjugated secondary antibodies. Antibody binding was visualized using the ECL detection system (GE Healthcare). Films were photographed with a Nikon Coolpix S700 camera and images were processed using Adobe Photoshop CC software. Quantification was done by densitometry using ImageJ software (National Institutes of Health). Protein expression values were first normalized *vs*. the housekeeping protein β-actin (for CCD-18Co fibroblasts) or β-tubulin (for IMR-90 and BJ-hTERT fibroblasts), and then *vs*. vehicle-treated fibroblasts.

### Cell proliferation

The cell proliferation assay used is based on the cleavage of the yellow [3-(4,5-dimethythiazol-2-yl)-2,5-diphenyl] tetrazolium bromide salt (MTT) to purple formazan crystals by metabolic active cells. CCD-18Co fibroblasts were seeded in 24-well cell culture plates and treated with 1,25(OH)_2_D_3_, Wnt3A, both, or vehicle. At the indicated times, cells were incubated with the MTT solution (final concentration of 0.5 mg/ml, Merck Millipore) for 4 h at 37 °C. After this incubation period, a water-insoluble formazan dye is formed. After solubilisation in isopropanol 0.04 M HCl during 30 min at RT, the formazan dye was quantified using a VersaMax scanning microplate spectrophotometer (Molecular Devices). The absorbance was measured as 570–630 nm. All experiments were performed using triplicates.

### Collagen gel contraction assay

Collagen gels were prepared by mixing fibroblasts with PureCol bovine type I collagen (Advanced Biomatrix), 5x DMEM, 0.1 M NaOH, and distilled water (final concentrations were 1.7 mg/ml PureCol, 1x DMEM, and 3 mM NaOH) in the presence of 1,25(OH)_2_D_3_, Wnt3A, both, or vehicle. The mixture was seeded in 24-well cell culture plates and allowed to polymerize for 1 h at 37 °C. Then, culture medium with the corresponding treatments (1,25(OH)_2_D_3_, Wnt3A, both, or vehicle) was added. After 24 h and to initiate gel contraction (time 0), gels were gently released from the 24-well plates and transferred into 6-well plates containing culture medium with 1,25(OH)_2_D_3_, Wnt3A, both, or vehicle. Gels were photographed at 0 and 96 h with a Leica DFC550 digital camera mounted in a Leica S6D stereomicroscope and the gel areas were measured with ImageJ software. Images were processed using Adobe Photoshop CC software. All experiments were performed using triplicates.

### Wound healing assay

Fibroblasts were seeded in 6-well cell culture dishes. Almost (around 80%) confluent fibroblasts were treated O/N with 1,25(OH)_2_D_3_, Wnt3A, both, or vehicle. Then, wounds were created by lightly scratching a straight-line across the cell monolayers with a 200 µl plastic pipette tip. After 2 washes with PBS to remove detached cells, medium supplemented with 0.5% FBS plus the indicated treatment (1,25(OH)_2_D_3_, Wnt3A, both, or vehicle) was added. Cells were incubated in an inverted Cell Observer Z1 microscope (Zeiss) coupled to an incubation system with regulated CO_2_ and temperature and images at different time intervals were captured with a Cascade 1 K camera (Photometrics) using AxioVision Rel. 4.8 software (Zeiss). The scratch areas at the indicated time points were quantified by ImageJ software and images were processed using Adobe Photoshop CC software. All experiments were performed using triplicates.

### Statistical analyses

Results are expressed as mean ± SEM unless otherwise specified. Statistical significance was assessed by unpaired one-way ANOVA analysis with Bonferroni multiple comparison post-test using GraphPad Prism 7 software. The following comparisons were assessed: vehicle *vs*. 1,25(OH)_2_D_3_, vehicle *vs*. Wnt3A, 1,25(OH)_2_D_3_ *vs*. 1,25(OH)_2_D_3_ + Wnt3A, and Wnt3A *vs*. 1,25(OH)_2_D_3_ + Wnt3A. Differences were considered significant when *P* < 0.05. The single asterisk indicates *P* < 0.05, the double asterisk *P* < 0.01, and the triple asterisk *P* < 0.001. GraphPad Prism 7 software or R statistical computing software were used to calculate the simple linear regression and the Pearson correlation coefficient of the relationships between the observed effect of the combined treatment (log_2_ of the fold-change of 1,25(OH)_2_D_3_ + Wnt3A- *vs*. vehicle-treated cells) and the expected additive effect (log_2_ of the fold-change of 1,25(OH)_2_D_3_- *vs*. vehicle-treated cells plus log_2_ of the fold-change of Wnt3A- *vs*. vehicle-treated cells), and between RNA expression in vehicle-treated (log_2_ of the fold-change *vs*. vehicle-treated NFs from patient #60; endogenous levels) and in Wnt3A-treated (log_2_ of the fold-change *vs*. the corresponding vehicle-treated fibroblasts; Wnt3A-regulated levels) patient-derived primary human colon fibroblasts.

## Supplementary information

Supplementary Information

Supplementary Dataset Table S1

Supplementary Dataset Table S2

Supplementary Dataset Table S3

## Data Availability

The RNA-seq data generated during the current study are available at the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/gds/) under the accession number GSE120106.

# Supplementary material for: Vitamin D and Wnt3A have additive and partially overlapping modulatory effects on gene expression and phenotype in human colon fibroblasts
**Source:** Sci Rep. 2019 May 30;9:8085. doi: 10.1038/s41598-019-44574-9
**Supplement:** Supplementary file 1 — Supplementary Information

Vitamin D and Wnt3A have additive and partially overlapping modulatory effects on gene expression and phenotype in human colon fibroblasts

Gemma Ferrer-Mayorga^{1,2,3}, Núria Niell^{1,4,^}, Ramón Cantero^{2,5}, José Manuel González-Sancho^{1,3,4}, Luis del Peso^{1,2,4,6}, Alberto Muñoz^{1,2,3,*} & María Jesús Larriba^{1,2,3,*}

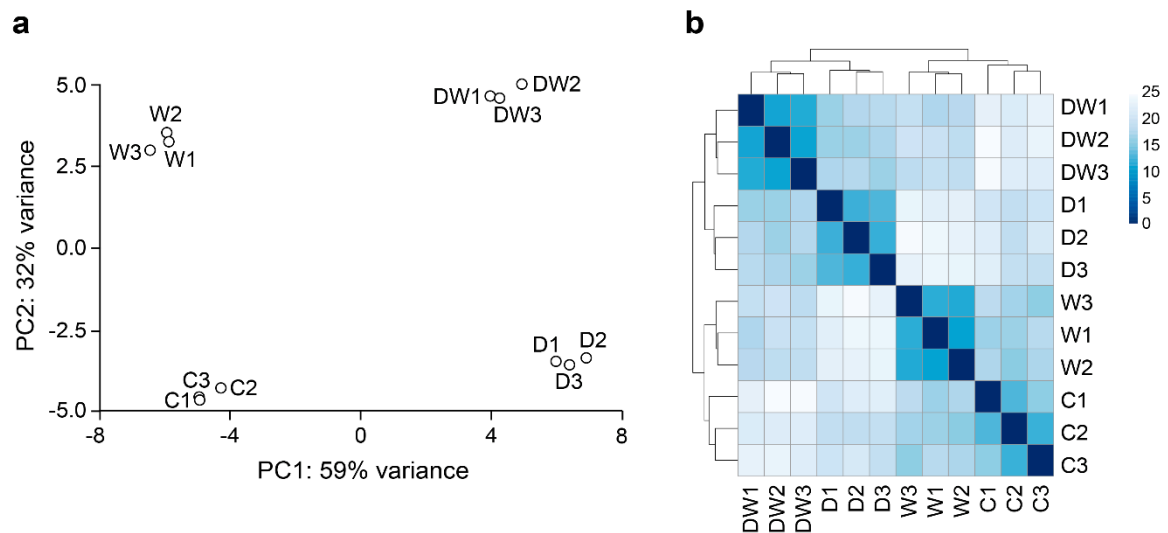

Supplementary Figure S1. Analysis of raw RNA-seq data reveals clustering of replicates and strong separation among samples belonging to different treatments. (a) Principal component analysis of raw RNA-seq data from CCD-18Co cells treated with vehicle (C), 1,25(OH)₂D₃ (D), Wnt3A (W), or both (DW) in three independent experiments (1-2-3). (b) Heatmap clustered by the Euclidean distance of CCD-18Co cells treated with vehicle (C), 1,25(OH)₂D₃ (D), Wnt3A (W), or both (DW) in three independent experiments (1-2-3) based on raw RNA-seq data.

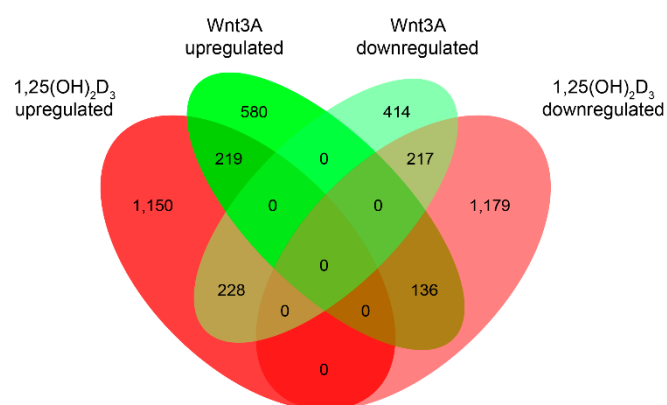

Supplementary Figure S2. Comparison of genes regulated by single treatment with 1,25(OH)₂D₃ or Wnt3A in CCD-18Co human colon myofibroblasts. Venn diagram showing the overlap between the genes identified in the RNA-seq study as significantly regulated by each single treatment (1,25(OH)₂D₃ or Wnt3A) and divided into upregulated and downregulated. The number of genes included in each group is depicted.

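The matrix protease gene *ADAMTS9*, which overlaps an antisense gene, belongs to the group higher with 1,25(OH)_2_D_3_ (log2 fold change 0.66 (SE 0.10, adjusted p = 3.53e-05)) and lower with Wnt3A (-0.93 (SE 0.12, adjusted p = 5.02e-06)), from edgeR's quasi-likelihood test. *PRICKLE1*, a planar cell polarity gene that overlaps *PPHLN1*, belongs to the group higher with both (1.01 (SE 0.12, adjusted p = 4.76e-07) and 0.56 (SE 0.12, adjusted p = 0.00254)). The overlap of lists depends on their sizes, so each count was divided by that of independent lists of the same sizes. The ratio was 1.84 for genes higher with both agents, 2.73 for genes lower with both, 3.11 for genes higher with 1,25(OH)_2_D_3_ and lower with Wnt3A, and 1.24 for the reverse. The ratios with the replicate block were 1.63, 2.3, 2.1 and 1.18. Independent lists take every gene as equally likely to be called, while genes with more reads are easier to call with either agent. Error in the shared vehicle libraries can raise overlap in the same direction and lower it in opposite directions. The ratios are thus no test, and they do not rank the directions.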

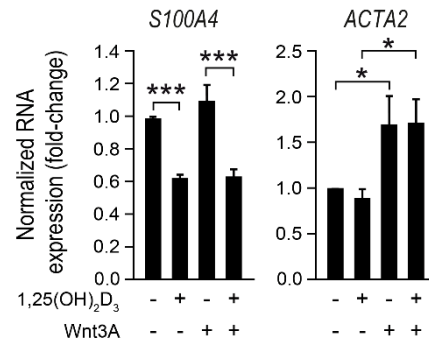

Supplementary Figure S3. 1,25(OH)₂D₃ inhibits and Wnt3A induces the expression of markers of activated fibroblasts in CCD-18Co human colon myofibroblasts. RT-qPCR analysis of *S100A4* and *ACTA2* RNA levels in CCD-18Co cells treated with 1,25(OH)₂D₃ and/or Wnt3A for 24 h. The mean $\pm$ SEM of the fold-change vs. vehicle-treated cells in three independent experiments is depicted.

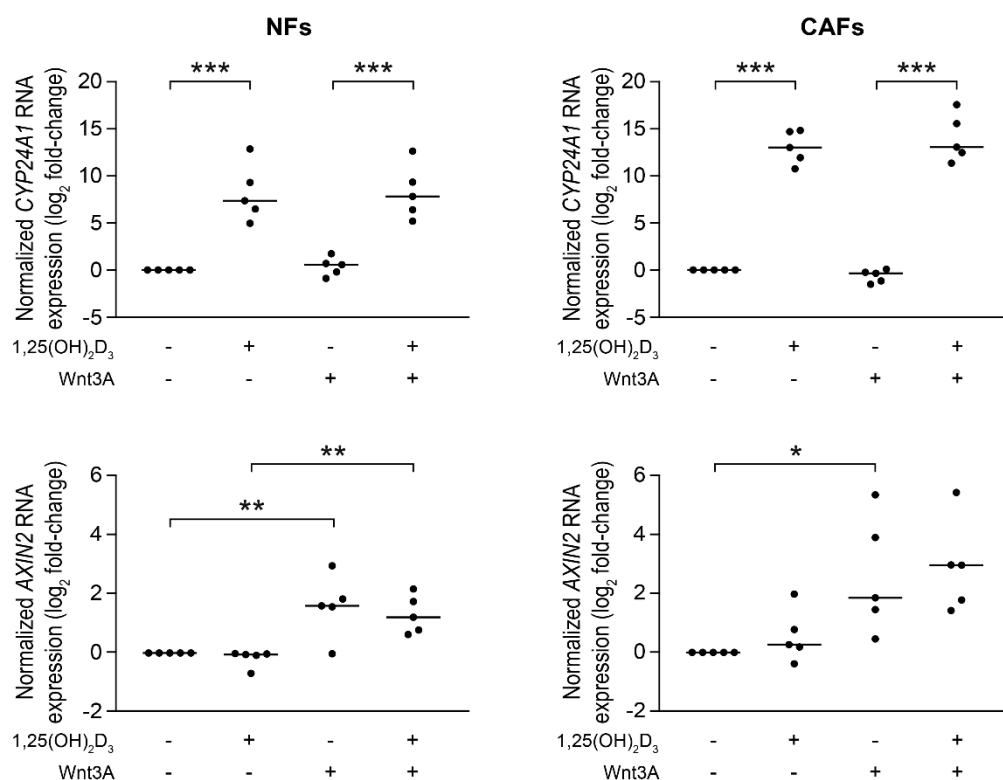

Supplementary Figure S4. Patient-derived primary human colon normal and tumour fibroblasts respond to 1,25(OH)₂D₃ and Wnt3A. RT-qPCR analysis of *CYP24A1* and *AXIN2* RNA levels in five paired NF and CAF primary cultures derived from CRC patients (#60, #62, #63, #65, and #66) and treated with 1,25(OH)₂D₃ and/or Wnt3A for 24 h. Data are shown as log₂ of the fold-change vs. vehicle-treated cells and the horizontal bars indicate the median values.

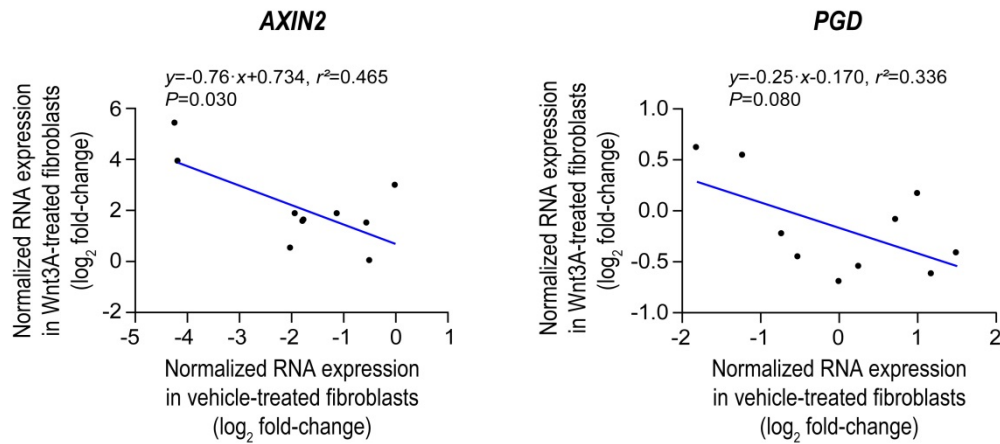

Supplementary Figure S5. The endogenous *AXIN2* and *PGD* RNA levels of patient-derived primary human colon normal and tumour fibroblasts inversely correlate with their regulation by Wnt3A. RT-qPCR analysis of *AXIN2* and *PGD* RNA levels in five paired NF and CAF primary cultures derived from CRC patients (#60, #62, #63, #65, and #66) and treated with Wnt3A or vehicle for 24 h. Scattergrams and simple linear regression analyses of the relationship between *AXIN2* or *PGD* RNA expression in vehicle-treated ($\log_2$ of the fold-change vs. vehicle-treated NFs from patient #60; endogenous levels) and in Wnt3A-treated ($\log_2$ of the fold-change vs. the corresponding vehicle-treated fibroblasts; Wnt3A-regulated levels) fibroblasts.

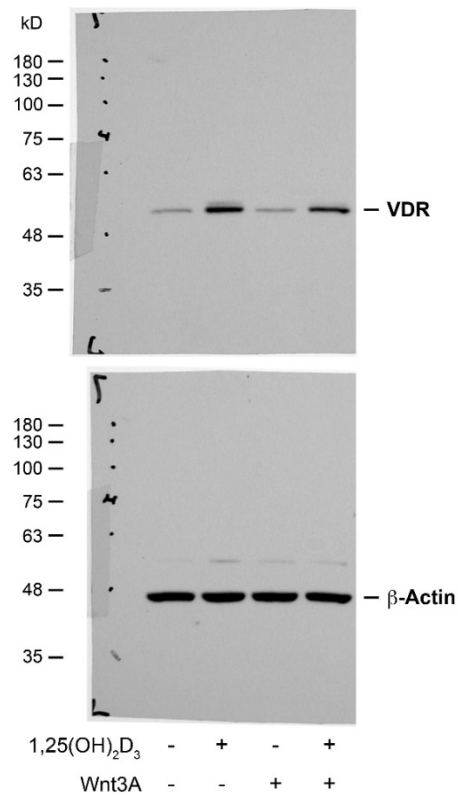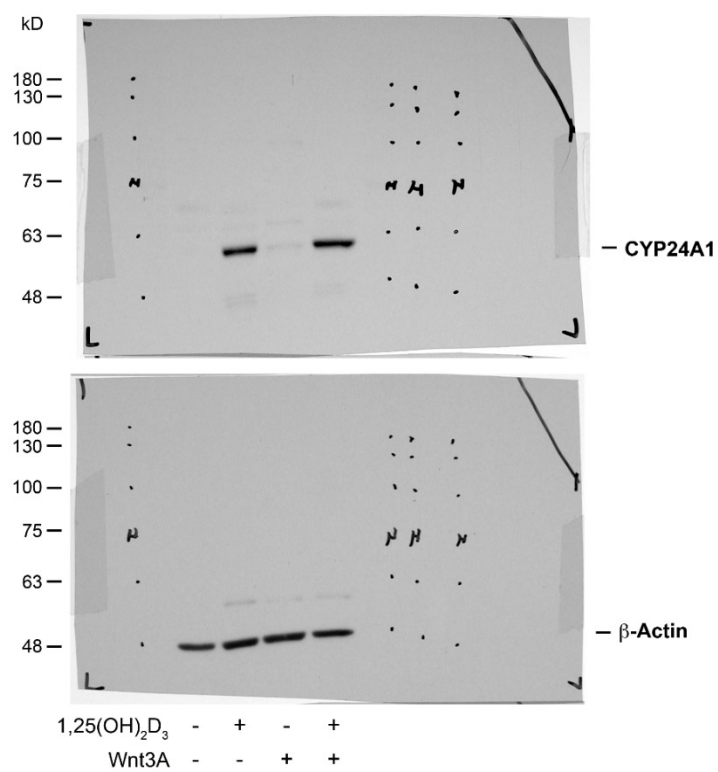

Supplementary Figure S6. Original uncropped full-length images of the western blots shown in Fig. 1a.

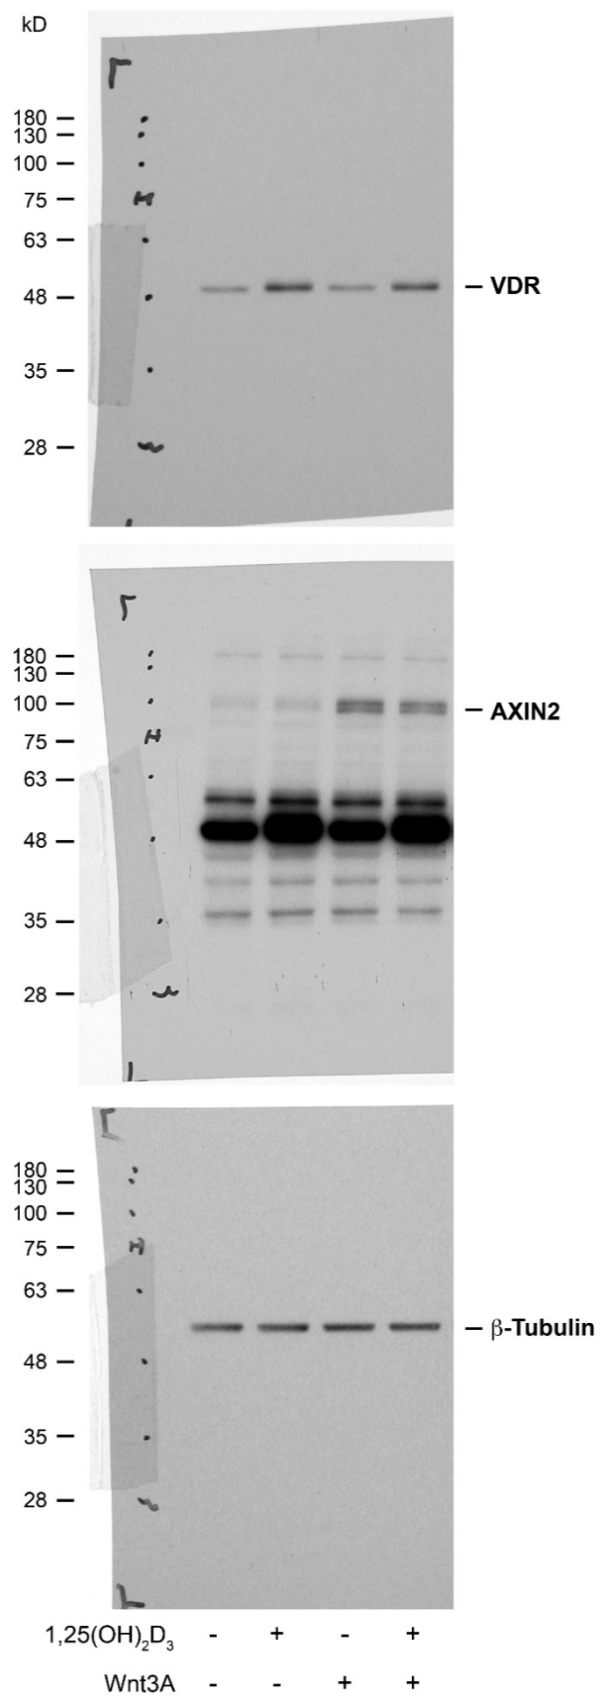

Supplementary Figure S7. Original uncropped full-length images of the western blots shown in Fig. 5a.

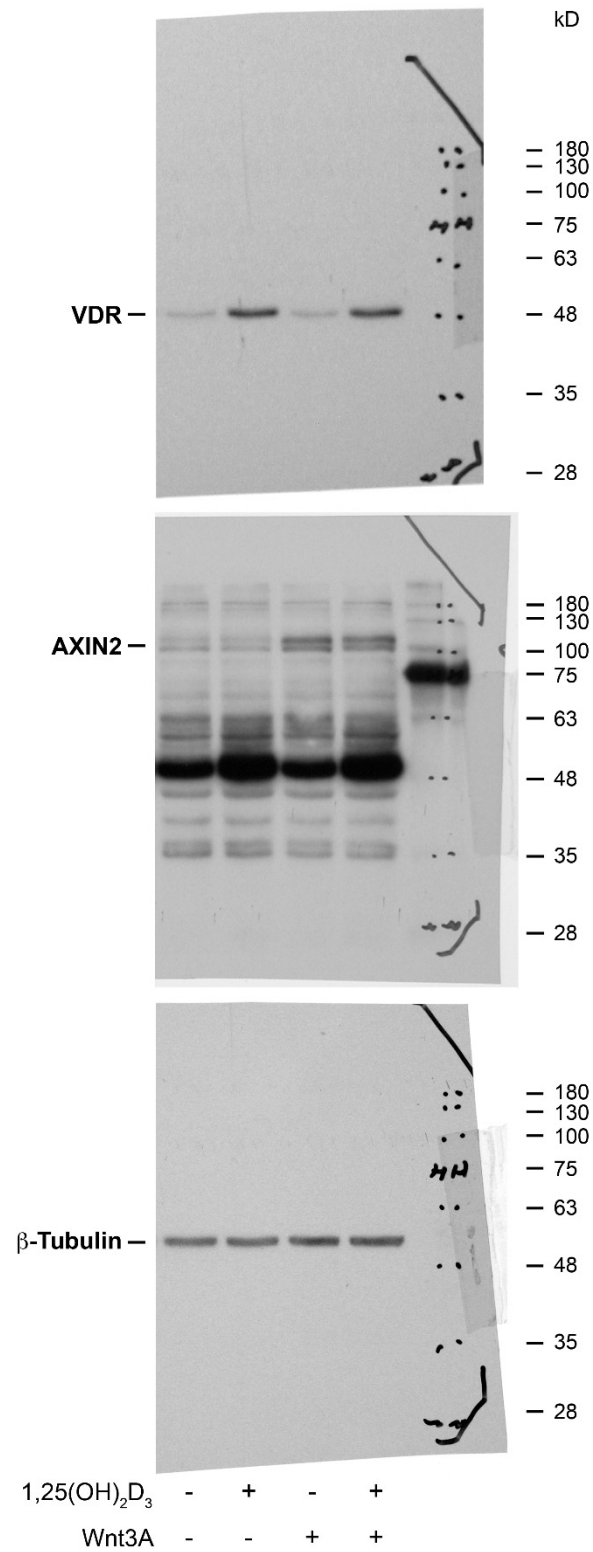

Supplementary Figure S8. Original uncropped full-length images of the western blots shown in Fig. 5b.

How the deposited data were processed for this re-analysis (not part of the article)

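RNA from CCD-18Co human colon myofibroblasts was measured in 12 libraries: vehicle, 100 nM 1,25(OH)_2_D_3_, 100 ng/ml Wnt3A, and both, each for 24 h with 3 libraries. The authors extracted RNA from independent experiments, made stranded polyA+ libraries and sequenced single reads of 40 bases on a Genome Analyzer IIx. They aligned the reads to GRCh37/hg19 with ELAND v2e in CASAVA 1.8. The deposited counts are whole numbers per gene, not normalized, and the authors call them raw numbers of reads per gene. The program that summed them per gene, the gene annotation and any use of the strand are not given in the sources used here. The values behave as counts of aligned bases, as described beside the first RNA-seq result, and were divided by 40 and rounded to read equivalents. The plan, written before the data were examined, assumed counts of reads, so this division is a change from it. The deposited values were also tested as they are, as added alternatives. No library and no column was left out.

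CPM, log2 fold changes and tests were computed from the read equivalents with R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10 in the 4 groups, which left 12216 of 21893. The test was edgeR 4.0.16 (TMM, robust dispersions, quasi-likelihood F test) in 1 fit of the 12 libraries without a block, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper states DESeq2 and the same adjusted threshold, and no block or filter. Log2 fold changes used a prior count of 0.125, and log2 CPM for components, distances and gene lists a prior count of 2. The interaction is the combined change minus the sum of the single changes, on the log2 scale. A gene counts as reduced when it is called for Wnt3A and also for the combination against Wnt3A with the opposite sign.

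Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, and with an estimated correlation as an alternative. The 28 lists were written before the data were examined, but the tops of the supplementary tables had been seen, so members that head those tables are not independent of the data. They include *CYP3A4*, *CYP24A1*, *CYP3A7*, *CYP26B1*, *CYP19A1*, *NKD1*, *AXIN2*, *PTGER3* and *IL1RL1*. The lists of vitamin D targets, Wnt targets, retinoids and inflammatory genes are affected. The lists cover vitamin D targets, Wnt targets, Wnt ligands, secreted Wnt antagonists, BMP genes, cell cycle, contractile genes, collagens, matrix proteases, TGF-β response, inflammatory genes and interferon-stimulated genes. They also cover glycolysis, the pentose phosphate pathway with NRF2 targets, cholesterol, fatty acids, retinoids, the unfolded protein response, the IGF axis, MAPK feedback, ribosomal proteins, oxidative phosphorylation and markers of 6 other cell types. The rule for the genes named in the text was also fixed then. It takes every gene the study names, the 5 largest rises and the 5 largest falls per comparison against vehicle among called genes with a mean of at least 1 CPM and the same direction in all same-numbered pairs, the 8 with the smallest p for the interaction and for the combination against Wnt3A, and up to 4 members of each list. The 18 genes called for the interaction with the replicate block were added as a group after their values were seen. Among them *AMIGO2*, *SLC16A6*, *STC1*, *MRPS6*, *WNT5A* and *RPS25* also come under the rule.

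The legend of Supplementary Fig. S1 numbers the experiments 1 to 3 in every group. After group means were removed from 6043 genes, the 18 pairs of libraries with the same number had correlations of 0.239 to 0.537 and the 36 pairs with different numbers of -0.422 to 0.0158. Each of the 12 libraries correlated best with a library of its own number. The numbers were therefore taken to pair the samples, and a fit with the experiment as a replicate block is given as an alternative. The fit without the block leaves the differences between experiments in its error. It called 1791 genes with 1,25(OH)_2_D_3_ and 1013 with Wnt3A, against 2959 and 1655 with the block. A gene not called without the block is thus weak evidence of no change.

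Alternatives set before the data were examined were DESeq2 1.42.0 on all 12 libraries or on the groups of each comparison alone, edgeR on those groups alone, other scaling factors and count filters, the replicate block, a threshold of 0.01, and each library left out in turn. Added later were edgeR and DESeq2 on the deposited base counts, DESeq2 with the replicate block, and 11 settings of DESeq2 on base counts with the block. Covariances from shared libraries came from 20 simulations of unchanged groups, and exact additivity from 20 simulations each with estimated and with shrunken effects. The shrinkage formula was replaced after a first version left too few called genes. For DESeq2 on base counts, adjusted p values of single genes are stored to 2 digits, since the third varied between runs for *FN1*. Results of 2 genes withheld for evaluation are not reported here.

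Total read equivalents were 5363668 to 6261100 per library, and 14844 to 15116 genes had at least 1. The 10 most abundant genes took 5.578% to 6.3%. Pairs of libraries of a group had a correlation of 0.9873 to 0.9916 in log2 CPM and a chi-squared of 2.13 to 6.618 per gene. Data were simulated at this depth with differences between experiments of a size set by hand, and with 67 or 66 changed genes per size of change. The test without a block recovered 58.2%, 85.1% and 98.5% of changes of 1.5, 2 and 4 times in 1,25(OH)_2_D_3_ against vehicle. For Wnt3A it recovered 68.7%, 89.6% and 98.5%. No unchanged gene of 12016 was called without the block by edgeR's quasi-likelihood test, and 5 and 8 were called with it for 1,25(OH)_2_D_3_ and Wnt3A.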

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

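Among the tests of this part, those of the scaling factors and of the 18 genes at DESeq2's adjusted threshold were chosen after the result was seen, and the 18 interaction genes were listed after the fit with the replicate block had been seen. The slope test gained a condition after its result was seen, namely that the gap exceed the leave-one-out SD.

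The effect of 1 agent differed with and without the other for 18 genes by edgeR's quasi-likelihood test with the replicate block, and for 0 genes without it. The differences lay above the sum of the single changes, on the log2 scale, for *SLC16A6* 0.527 (SE 0.0917, adjusted p = 0.00372), *SASH1* 0.727 (SE 0.135, adjusted p = 0.00502), *CXCL1* 0.723 (SE 0.135, adjusted p = 0.00502), *WNT5A* 0.347 (SE 0.0651, adjusted p = 0.00502), *TSLP* 0.611 (SE 0.117, adjusted p = 0.00643), *ABCA1* 0.813 (SE 0.158, adjusted p = 0.00718), *MRPS6* 0.424 (SE 0.0839, adjusted p = 0.00865), *SLC5A3* 0.486 (SE 0.0947, adjusted p = 0.0111), *FAM107B* 0.469 (SE 0.0957, adjusted p = 0.0111), *IL7R* 0.653 (SE 0.134, adjusted p = 0.0111), *ETV1* 0.444 (SE 0.0981, adjusted p = 0.0285), *RPS25* 0.53 (SE 0.119, adjusted p = 0.0307), *STC1* 0.766 (SE 0.128, adjusted p = 0.0431), *AMIGO2* 0.348 (SE 0.0808, adjusted p = 0.0499). They lay below it for *LBH* -0.368 (SE 0.0648, adjusted p = 0.00372), *FAM38B* -0.418 (SE 0.09, adjusted p = 0.0234), *NPC1* -0.349 (SE 0.0762, adjusted p = 0.026), *PTGS1* -0.458 (SE 0.0994, adjusted p = 0.026). *MRPS6* and *SLC5A3* overlap each other, *SLC16A6*, *AMIGO2*, *NPC1*, *RPS25* and *TSLP* overlap other genes, and *FAM38B* was not found in the annotation. Low counts as the source are argued against, since the median CPM of the 18 genes was 118 and that of all tested genes 31.3. Calls of a single tool stay open for the set: DESeq2 with the block called 4 of the 18 at an adjusted p under 0.05, namely *SLC16A6*, *LBH*, *WNT5A* and *STC1*, and the other 14 were called by edgeR alone of these 2 fits. An unadjusted p under 0.05 with the same sign there, found for 18 of 18, decides nothing, since choice by edgeR's p from the same counts nearly fixes it. In simulated data, 3 of 12016 unchanged genes were called for the interaction with the block. Relabelling within experiments gives no null for these genes, because the effects of the single agents then enter the interaction (1 of 30 gave at least 18 genes, namely 2552). Without the block the real count was 0, which any labelling reaches, so 31 of 31 (highest 2256) says nothing about chance. Without the block, *STC1* and *SLC16A6* were called by edgeR without a count filter and *SLC16A6* by DESeq2 on base counts, while *LBH* and *WNT5A* were called in no setting tabulated for single genes. Chance is open for the 4 genes too, so their departure from additivity is left open.

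Cell cycle genes, which the paper does not analyse in the RNA-seq data, were higher with Wnt3A for 39 of 58 tested genes. Low vehicle libraries as the whole source are argued against, since in the combination against 1,25(OH)_2_D_3_, which uses no vehicle library, the median log2 change over the list was 0.44, 0.449 and 0.468 in the 3 experiments. With other scaling factors the median stayed at 0.403 or above. The medians with 1,25(OH)_2_D_3_ against vehicle were 0.0187 to 0.0245. In the same cells the paper measured 12% less proliferation with Wnt3A at 120 h (Fig. 3b), by cleavage of MTT in metabolically active cells. That runs the other way from these RNA levels at 24 h. A rise of these genes with Wnt3A may follow the agent, while a difference in cell density between cultures was not tested.

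Genes of the pentose phosphate pathway and NRF2 targets, of which the paper names *PGD* alone, were lower with Wnt3A for 22 of 32 tested genes. Genes of cholesterol biosynthesis and uptake, which it does not discuss, were higher with the combination for 18 of 25. No explanation of these 2 groups was tested.

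The slope of the combined change on the summed single changes, 0.836 over the genes changed by either agent, lay 0.008 below the lowest slope simulated with exact additivity (0.844). The SD with a library left out was 0.0135 (0.792 to 0.834). With shrunken effects the lowest simulated slope was 0.874, above the observed one by more than that SD. The observed r2 of 0.911 lay below the lowest of both simulations (0.926 and 0.921) by more than its leave-one-out SD of 0.00686. These gaps are set against a leave-one-out SD, which is not sampling error, so they do not decide on exact additivity. Over genes changed by both, the observed r2 of 0.937 lay within both simulations (0.926 to 0.973 and 0.936 to 0.983). So did the slope of 0.898 (0.871 to 0.93 and 0.878 to 0.971). Over the combination alone, r2 was 0.882 (0.87 to 0.901 and 0.867 to 0.908 simulated). The slope there was 1.02 (0.986 to 1.03 and 0.983 to 1.05 simulated). DESeq2 on all 12 libraries gave r2 = 0.935 over either agent. Selection of genes by their single effects and error in those effects could not be told apart from a departure from additivity, because the slope gap in the first simulation is smaller than its SD and the bounds depend on the effects and spread simulated.

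Libraries in 2 groups of 3 allow only 10 splits, so the share of splits with as many calls cannot fall under 0.05. The real counts were 1791 for 1,25(OH)_2_D_3_, 1013 for Wnt3A, 2926 for the combination, 1642 for the combination against Wnt3A and 1127 for the combination against 1,25(OH)_2_D_3_. The highest count of the other splits was 0 in each, so 1 of 10 splits gave the real count.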

How the results depend on the processing

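The tests on deposited base counts, DESeq2 with the replicate block and the 11 settings below were chosen after results were seen, and the others before the data were examined. The 11 settings are DESeq2 on base counts with the replicate block. They are given in the order parametric dispersions for genes with a mean over 0, 100, 150, 200, 250, 300 and 400 bases, local dispersions over 0 and 400, and mean dispersions over 0 and 400. Values that moved by more than 1.5 times (counts) or more than the leave-one-out SD (correlations) follow, each after the value reported above, with the cause not tested.

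Genes changed with 1,25(OH)_2_D_3_ (1791): 2959 with the replicate block, 940 with DESeq2 on the groups alone, 1000 at an adjusted p under 0.01, in the 11 settings 3477, 3038, 3101, 3140, 3142, 3150, 3144, 4380, 3554, 3457, 2914. Genes changed with Wnt3A (1013): 1655 with the replicate block, 611 with DESeq2 on the groups alone, 597 at an adjusted p under 0.01, in the 11 settings 2380, 1756, 1774, 1797, 1815, 1817, 1824, 2931, 2110, 2414, 1728. Genes changed with the combination (2926): 1781 with DESeq2 on the groups alone, 1797 at an adjusted p under 0.01, in the 11 settings 4556, 4202, 4265, 4315, 4317, 4320, 4315, 5535, 4671, 4544, 4033. Genes changed between the combination and Wnt3A (1642): 2685 with the replicate block, 905 at an adjusted p under 0.01, 1026 to 1303 with a library left out, in the 11 settings 3251, 2765, 2824, 2861, 2880, 2892, 2889, 4131, 3273, 3322, 2734. Genes changed between the combination and 1,25(OH)_2_D_3_ (1127): 1812 with the replicate block, 676 at an adjusted p under 0.01, in the 11 settings 2534, 1903, 1946, 1970, 1969, 1973, 1975, 3109, 2282, 2574, 1878. Genes with an interaction (0): 9 without a count filter, 18 with the replicate block, 42 with DESeq2 on base counts, 5 with DESeq2 and the replicate block, in the 11 settings 1393, 27, 26, 26, 26, 27, 29, 1473, 46, 1455, 60. Genes changed by both single agents (317): 712 with the replicate block, 162 at an adjusted p under 0.01, in the 11 settings 1072, 779, 794, 800, 806, 812, 816, 1373, 1001, 1103, 737. Genes changed by the combination alone (1133): 720 to 1377 with a library left out, in the 11 settings 1526, 1303, 1311, 1318, 1307, 1295, 1291, 1722, 1313, 1546, 1280. r2 over genes changed by either agent (0.911): 0.935 with DESeq2 on all 12 libraries, 0.885 without a count filter, 0.895 with the replicate block, 0.846 with edgeR on base counts, 0.665 with DESeq2 on base counts, 0.934 with DESeq2 and the replicate block, 0.931 at an adjusted p under 0.01, 0.895 without genes over 3 in log2 size, 0.897 to 0.923 with a library left out, in the 11 settings 0.557, 0.878, 0.879, 0.887, 0.888, 0.892, 0.887, 0.559, 0.881, 0.559, 0.874. r2 over genes changed by both (0.937): 0.954 with DESeq2 on all 12 libraries, 0.917 without a count filter, 0.955 with DESeq2 and the replicate block, 0.96 at an adjusted p under 0.01, 0.889 to 0.949 with a library left out, in the 11 settings 0.737, 0.912, 0.91, 0.911, 0.914, 0.915, 0.924, 0.745, 0.923, 0.74, 0.91. r2 over genes changed by the combination alone (0.882): 0.912 with DESeq2 on all 12 libraries, 0.842 without a count filter, 0.837 with the replicate block, 0.475 with edgeR on base counts, 0.332 with DESeq2 on base counts, 0.907 at an adjusted p under 0.01, 0.844 to 0.898 with a library left out, in the 11 settings 0.0451, 0.824, 0.834, 0.821, 0.833, 0.821, 0.81, 0.0395, 0.79, 0.0379, 0.784. r of the 1,25(OH)_2_D_3_ effects without shared libraries (0.921): 0.947 with DESeq2 on all 12 libraries, 0.852 without a count filter, 0.902 with the replicate block, 0.72 with edgeR on base counts, 0.126 with DESeq2 on base counts, 0.947 with DESeq2 and the replicate block, 0.943 at an adjusted p under 0.01, 0.912 without genes over 3 in log2 size, 0.902 to 0.923 with a library left out, in the 11 settings 0.0153, 0.864, 0.865, 0.882, 0.89, 0.905, 0.899, 0.011, 0.891, 0.011, 0.885. r of the Wnt3A effects without shared libraries (0.86): 0.917 with DESeq2 on all 12 libraries, 0.772 without a count filter, 0.88 with at least 10 counts in every library, 0.829 with the replicate block, 0.53 with edgeR on base counts, 0.12 with DESeq2 on base counts, 0.913 with DESeq2 and the replicate block, 0.896 at an adjusted p under 0.01, 0.876 with a prior count of 2, 0.822 to 0.857 with a library left out, in the 11 settings -0.0419, 0.713, 0.719, 0.77, 0.787, 0.827, 0.835, -0.0398, 0.823, -0.0397, 0.816. Genes whose Wnt3A effect was reduced (179): 366 with the replicate block, 84 at an adjusted p under 0.01, 0 with an interaction of opposite sign, 112 to 199 with a library left out, in the 11 settings 738, 399, 405, 410, 416, 416, 419, 897, 520, 757, 409.

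For reduced genes, the settings with means over 100 to 300 bases gave 8, 9, 9, 9, 10 with an interaction of opposite sign. They gave 726, 733, 744, 753, 756 in either direction, and 336, 340, 344, 351, 351 with a combined change also smaller than the Wnt3A change. The r of the Wnt3A effects without shared libraries turned negative in the 3 settings that keep all genes. The libraries that moved a count by more than 1.5 times when left out were combined replicate 2 (genes between the combination and Wnt3A 1026, genes of the combination alone 720), combined replicate 3 (745 of the combination alone) and Wnt3A replicate 3 (112 reduced genes). The gene list tests that passed fell from 37 to 8 with an estimated correlation. The nearest library came from the same group for 12 of 12 in the 6 settings of the sample clustering. The largest distance within a group exceeded the smallest between groups with DESeq2 variance-stabilizing values (24.4 against 24.2), rlog of base counts (14 against 13.7) and raw read equivalents (29700 against 28800). Over the named genes, 21008 gene results kept their direction and side of the threshold, 699 were no longer past it, 415 came to pass it and 0 reversed. With other scaling factors, the median log2 change of all genes moved most with 1,25(OH)_2_D_3_, from 0.00114 to -0.018 with upper-quartile factors. Apart from the values given with it, the replicate block changed no other call of a gene named with its p and moved no other printed count by more than 1.5 times. Genes with few reads are limited by depth, and simulated interactions were recovered less often than simulated changes with a single agent. The cause of the moves between settings was not tested.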

Differences from the paper's values

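The settings of DESeq2 on deposited base counts, DESeq2 with the replicate block and the 11 settings of DESeq2 on base counts with the block were chosen after the values were seen, and the other alternatives before the data were examined. Counts use the adjusted threshold of 0.05 that the paper states; the paper states DESeq2, and the values here come from edgeR's quasi-likelihood test.

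The paper gives 3129 genes changed with 1,25(OH)_2_D_3_, and the value here is 1791. With the replicate block it is 2959, within 1.5 times the paper's, and in the other 8 alternatives it is 940 to 2006, which differ. For Wnt3A the paper gives 1794 and the value here is 1013. It is 1655 with the replicate block and 1197 without a count filter, both within 1.5 times, and 597 to 1023 in the other 7. For genes common to both single agents the paper gives 800 and the value here is 317. It is 712 with the replicate block, and 162 to 419 in the other 6. By direction the paper gives 219 higher with both, 217 lower with both, 228 higher with 1,25(OH)_2_D_3_ and lower with Wnt3A, and 136 with the reverse, against 95, 68, 108 and 46 here. With the replicate block these are 192, 194, 207 and 119, within 1.5 times, and in the other 6 alternatives they are not. The paper gives 410 genes whose Wnt3A effect was reduced, without a definition, and the value here is 179. It is 366 with the replicate block, and 0 to 224 in the other 9. The tests added later (edgeR and DESeq2 on base counts, DESeq2 with the block) gave 1651, 1836 and 1619 genes with 1,25(OH)_2_D_3_, 947, 1082 and 989 with Wnt3A, 311, 377 and 394 common genes and 168, 222 and 199 reduced genes, which differ too.

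For the additivity regressions the paper gives r2 = 0.888 over genes changed by either agent, 0.907 by both and 0.827 by the combination alone, against 0.911, 0.937 and 0.882 here. The differences exceed the leave-one-out SD. That SD shows how far single libraries move a value and is not its sampling error. Differences within sampling error are thus not excluded. Without a count filter the values over either and over both are 0.885 and 0.917, within that SD of the paper's, and with the replicate block the value over the combination alone is 0.837, within it. The other alternatives lie outside it. In the supplementary tables the paper gives a log2 fold change of *CYP24A1* of 10.34 with 1,25(OH)_2_D_3_ and 10.3 with the combination, against 9.784 and 9.776 here, where the vehicle libraries held 5 reads. The counting interval of the read ratio with 1,25(OH)_2_D_3_, given above, holds the paper's value for that comparison. DESeq2 gave 9.886 and 9.876 on all 12 libraries and 9.882 and 9.875 on the groups alone, within its error, and the other alternatives differ.

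DESeq2 on the deposited base counts with the replicate block came nearer to the paper's counts. It was chosen after the values were seen, and 11 settings of dispersion and mean filter were tried against the paper's counts. For parametric dispersions with filters of 100 to 400 bases, the counts were 3038 to 3150 for 1,25(OH)_2_D_3_, 1756 to 1824 for Wnt3A and 4202 to 4320 for the combination. Over all 11 they were 2914 to 4380, 1728 to 2931 and 4033 to 5535. At a filter of 200 bases the genes common to both agents were 800 and the reduced genes 410. Being the nearest of the settings tried, these exact values are no independent evidence for that setting. For reduced genes, 3 further definitions were tried at 5 of the filters, which gave 8 to 756. Of the called genes in the parts of the supplementary tables held here (1997 of 3129, 1793 of 1794 and 1997 of 4296), the setting at 200 bases did not call 6 of 1997 with 1,25(OH)_2_D_3_, 3 of 1793 with Wnt3A and 4 of 1997 with the combination. Local dispersions without a filter did not call 3, 2 and 4, and the edgeR fit used here 916, 783 and 399. The r2 values at 200 bases were 0.887, 0.911 and 0.821. Within the leave-one-out SD of the paper's lay the values over either agent for parametric dispersions at 200 to 400 bases. So did those over both at 100 to 300 and for mean dispersions at 400, and those over the combination alone at 100 to 300.

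Several genes that the paper counts as changed did not pass the threshold in the fit without the block, which leaves the differences between experiments in its error. For *NKD1* and *AMIGO2* the paper also reports regulation by both agents in RT-qPCR of further independent experiments (Fig. 2a). *ACTA2*, induced by Wnt3A in its RT-qPCR (Supplementary Fig. S3), was not called for Wnt3A here. *NKD1* with 1,25(OH)_2_D_3_ had an adjusted p of 0.116, and only DESeq2 on deposited base counts, of the settings run for single genes, called it. Calls of single named genes were not tabulated for the 11 settings. *AMIGO2* with 1,25(OH)_2_D_3_ (0.203) was called with the replicate block, without a count filter, without 1,25(OH)_2_D_3_ replicate 3, and by DESeq2 with the replicate block. *APCDD1* with 1,25(OH)_2_D_3_ (0.429) was called with the replicate block, without a count filter, and by DESeq2 with the replicate block. For Wnt3A, *CCND1* (0.215) and *MMP14* (0.162) were called with the replicate block and by DESeq2 with the block. *DKK1* (0.113) was called with the block, without a count filter, and without vehicle replicate 3 or Wnt3A replicate 2. *CYR61* (0.536) was called with the block and without vehicle replicate 1. The paper groups *TIMP3* under 1,25(OH)_2_D_3_ alone. Its adjusted p with Wnt3A was 0.0701 here, and it was called for Wnt3A with the replicate block, without a count filter, without Wnt3A replicate 1, and by DESeq2 on base counts or with the block. DESeq2 with the replicate block, added later, did not call 999 of 1997, 806 of 1793 and 730 of 1997 of the paper's called genes, and DESeq2 on deposited base counts 946, 801 and 606.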

Other observations

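No test in this part was chosen after its result was seen, apart from the choice of example genes among those the naming rule allows. Changes were found among genes of the colon niche. Of 20 tested BMP pathway genes, with 1,25(OH)_2_D_3_ there were 3 higher and 3 lower (7 and 4 adjusted over the list alone, camera adjusted p = 0.871, 6 and 4 with the replicate block). Wnt3A treatment gave 4 higher and 3 lower (6 and 4 adjusted over the list alone, camera adjusted p = 0.976, 6 and 5 with the replicate block). With both agents there were 6 higher and 5 lower (6 and 5 adjusted over the list alone, camera adjusted p = 0.559). The BMP antagonist gene *NOG* had a log2 fold change of -1.14 (SE 0.25, adjusted p = 0.00222) with 1,25(OH)_2_D_3_, by edgeR's quasi-likelihood test. *FST*, which encodes a binding protein of activins, had a log2 fold change of -0.78 (SE 0.083, adjusted p = 3.43e-07) with Wnt3A. Of 36 tested contractile and myofibroblast genes, with 1,25(OH)_2_D_3_ there were 5 higher and 2 lower (8 and 4 adjusted over the list alone, camera adjusted p = 0.944, 9 and 10 with the replicate block). For Wnt3A the counts were 6 higher and 3 lower (8 and 4 adjusted over the list alone, camera adjusted p = 0.56, 9 and 7 with the replicate block). For the combination the counts were 8 higher and 9 lower (9 and 9 adjusted over the list alone, camera adjusted p = 0.952, 13 and 12 with the replicate block). The actin gene *ACTA2*, a myofibroblast marker that overlaps other genes, had log2 fold changes of -0.045 (SE 0.28, adjusted p = 0.954) with 1,25(OH)_2_D_3_, -0.11 (SE 0.28, adjusted p = 0.917) with Wnt3A and 0.14 (SE 0.28, adjusted p = 0.772, or 0.0371 with the replicate block) with the combination. By RT-qPCR the paper found *ACTA2* induced by Wnt3A (Supplementary Fig. S3), which the Wnt3A estimate here, smaller than its SE, does not show. *PDPN*, a membrane glycoprotein gene of fibroblasts, had 1.28 (SE 0.078, adjusted p = 2.77e-12) with the combination. Of 7 tested genes of Wnt ligands and R-spondins, with 1,25(OH)_2_D_3_ there were 1 higher and 0 lower (1 and 0 adjusted over the list alone, camera adjusted p = 0.871). With Wnt3A there were 1 higher and 1 lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.823). The combination gave 3 higher and 0 lower (3 and 0 adjusted over the list alone, camera adjusted p = 0.422, 4 and 1 with the replicate block).

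Of 47 tested genes of collagens and elastic fibres, with 1,25(OH)_2_D_3_ there were 10 higher and 5 lower (11 and 5 adjusted over the list alone, camera adjusted p = 0.158). Wnt3A treatment gave 4 higher and 3 lower (4 and 4 adjusted over the list alone, camera adjusted p = 0.56, 6 and 13 with the replicate block). With both agents there were 9 higher and 6 lower (11 and 6 adjusted over the list alone, camera adjusted p = 0.815, 17 and 12 with the replicate block). Of 32 tested genes of matrix proteases and their inhibitors, with 1,25(OH)_2_D_3_ there were 4 higher and 4 lower (5 and 5 adjusted over the list alone, camera adjusted p = 0.871, 7 and 6 with the replicate block). For Wnt3A the counts were 5 higher and 5 lower (6 and 6 adjusted over the list alone, camera adjusted p = 0.976, 10 and 7 with the replicate block). For the combination the counts were 6 higher and 6 lower (6 and 8 adjusted over the list alone, camera adjusted p = 0.962, 10 and 9 with the replicate block). *ADAMTS1*, a secreted protease gene, had a log2 fold change of -0.61 (SE 0.068, adjusted p = 7.64e-07) with Wnt3A. Of 21 tested TGF-β response genes, with 1,25(OH)_2_D_3_ there were 3 higher and 4 lower (4 and 4 adjusted over the list alone, camera adjusted p = 0.871, 5 and 6 with the replicate block). With Wnt3A there were 2 higher and 1 lower (4 and 3 adjusted over the list alone, camera adjusted p = 0.976, 4 and 5 with the replicate block). The combination gave 4 higher and 7 lower (4 and 8 adjusted over the list alone, camera adjusted p = 0.431). Of 39 tested interferon-stimulated genes, with 1,25(OH)_2_D_3_ there were 1 higher and 3 lower (1 and 3 adjusted over the list alone, camera adjusted p = 0.0404, adjusted p = 0.937 with an estimated correlation, 3 and 13 with the replicate block). Wnt3A treatment gave 0 higher and 3 lower (0 and 3 adjusted over the list alone, camera adjusted p = 0.0231, adjusted p = 0.98 with an estimated correlation, 0 and 6 with the replicate block). With both agents there were 0 higher and 6 lower (0 and 3 adjusted over the list alone, camera adjusted p = 0.00248, adjusted p = 0.628 with an estimated correlation, 1 and 19 with the replicate block).

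Of 22 tested glycolysis genes, with 1,25(OH)_2_D_3_ there were 1 higher and 7 lower (2 and 11 adjusted over the list alone, camera adjusted p = 0.00265, adjusted p = 0.643 with an estimated correlation, 3 and 11 with the replicate block). For Wnt3A the counts were 2 higher and 0 lower (3 and 0 adjusted over the list alone, camera adjusted p = 0.976). For the combination the counts were 1 higher and 6 lower (1 and 7 adjusted over the list alone, camera adjusted p = 0.029, adjusted p = 0.532 with an estimated correlation, 3 and 10 with the replicate block). Of 30 tested genes of fatty acids and lipid storage, with 1,25(OH)_2_D_3_ there were 3 higher and 3 lower (3 and 3 adjusted over the list alone, camera adjusted p = 0.871, 5 and 5 with the replicate block). With Wnt3A there were 3 higher and 3 lower (4 and 4 adjusted over the list alone, camera adjusted p = 0.976, 5 and 4 with the replicate block). The combination gave 6 higher and 6 lower (8 and 7 adjusted over the list alone, camera adjusted p = 0.815). The nuclear receptor gene *PPARG* had a log2 fold change of -0.63 (SE 0.092, adjusted p = 3.72e-05) with Wnt3A, and the desaturase gene *SCD* of 0.84 (SE 0.071, adjusted p = 1.69e-09) with the combination, by edgeR's quasi-likelihood test. Of 15 tested genes of the IGF axis, with 1,25(OH)_2_D_3_ there were 4 higher and 2 lower (6 and 2 adjusted over the list alone, camera adjusted p = 0.548, 8 and 4 with the replicate block). Wnt3A treatment gave 3 higher and 1 lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.976, 5 and 2 with the replicate block). With both agents there were 2 higher and 1 lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.572, 5 and 1 with the replicate block). Of 34 tested genes of the unfolded protein response and ATF4 targets, with 1,25(OH)_2_D_3_ there were 3 higher and 11 lower (4 and 13 adjusted over the list alone, camera adjusted p = 0.00265, adjusted p = 0.901 with an estimated correlation, 4 and 17 with the replicate block). For Wnt3A the counts were 0 higher and 2 lower (0 and 2 adjusted over the list alone, camera adjusted p = 0.0273, adjusted p = 0.863 with an estimated correlation, 0 and 5 with the replicate block). For the combination the counts were 6 higher and 13 lower (6 and 15 adjusted over the list alone, camera adjusted p = 0.00212, adjusted p = 0.532 with an estimated correlation). *DDIT4*, a stress-induced inhibitor gene of mTOR signalling, had a log2 fold change of 1.14 (SE 0.10, adjusted p = 9.65e-09) with 1,25(OH)_2_D_3_.

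Of 68 tested ribosomal protein genes, with 1,25(OH)_2_D_3_ there were 0 higher and 5 lower (0 and 2 adjusted over the list alone, camera adjusted p = 2.58e-05, adjusted p = 0.937 with an estimated correlation, 0 and 21 with the replicate block). With Wnt3A there were 0 higher and 0 lower (0 and 0 adjusted over the list alone, camera adjusted p = 0.00251, adjusted p = 0.98 with an estimated correlation, 0 and 4 with the replicate block). The combination gave 0 higher and 12 lower (0 and 2 adjusted over the list alone, camera adjusted p = 6.34e-05, adjusted p = 0.628 with an estimated correlation, 0 and 27 with the replicate block). Of 53 tested genes of oxidative phosphorylation, with 1,25(OH)_2_D_3_ there were 0 higher and 4 lower (0 and 1 adjusted over the list alone, camera adjusted p = 0.00265, adjusted p = 0.937 with an estimated correlation, 1 and 11 with the replicate block). Wnt3A treatment gave 0 higher and 0 lower (0 and 0 adjusted over the list alone, camera adjusted p = 0.0432, adjusted p = 0.98 with an estimated correlation, 0 and 2 with the replicate block). With both agents there were 1 higher and 6 lower (0 and 6 adjusted over the list alone, camera adjusted p = 0.00355, adjusted p = 0.628 with an estimated correlation).

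The remaining comparisons of lists named at claims were as follows. Of 19 tested vitamin D targets, there were 0 higher and 1 lower (0 and 3 adjusted over the list alone, camera adjusted p = 0.00584, adjusted p = 0.129 with an estimated correlation, 0 and 5 with the replicate block) with Wnt3A. Of 19 tested vitamin D targets, there were 8 higher and 2 lower (9 and 2 adjusted over the list alone, camera adjusted p = 0.000282, adjusted p = 0.0896 with an estimated correlation) with the combination. Of 26 tested Wnt targets, there were 6 higher and 4 lower (6 and 6 adjusted over the list alone, camera adjusted p = 0.871, 7 and 7 with the replicate block) with 1,25(OH)_2_D_3_. Of 26 tested Wnt targets, there were 14 higher and 6 lower (15 and 7 adjusted over the list alone, camera adjusted p = 0.00248, adjusted p = 0.0786 with an estimated correlation) with the combination. Of 8 tested genes of secreted Wnt antagonists, there were 3 higher and 1 lower (3 and 1 adjusted over the list alone, camera adjusted p = 0.046, adjusted p = 0.178 with an estimated correlation) with the combination. Of 58 tested cell cycle genes, there were 2 higher and 2 lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.871, 8 and 3 with the replicate block) with 1,25(OH)_2_D_3_. Of 41 tested inflammatory genes, there were 9 higher and 6 lower (10 and 9 adjusted over the list alone, camera adjusted p = 0.871) with 1,25(OH)_2_D_3_. Among these, *NFKBIA*, an NF-κB inhibitor gene, had a log2 fold change of 0.98 (SE 0.091, adjusted p = 1.54e-08). Of 41 tested inflammatory genes, there were 6 higher and 10 lower (6 and 10 adjusted over the list alone, camera adjusted p = 0.0841, camera adjusted p = 0.0476 with the block) with the combination. Of 32 tested genes of the pentose phosphate pathway and NRF2 targets, there were 8 higher and 4 lower (11 and 4 adjusted over the list alone, camera adjusted p = 0.12) with 1,25(OH)_2_D_3_. Of 19 tested retinoid and cytochrome P450 genes, there were 1 higher and 2 lower (2 and 2 adjusted over the list alone, camera adjusted p = 0.355, 3 and 3 with the replicate block) with Wnt3A. Of 19 tested retinoid and cytochrome P450 genes, there were 10 higher and 1 lower (11 and 1 adjusted over the list alone, camera adjusted p = 0.00148, adjusted p = 0.139 with an estimated correlation, 11 and 2 with the replicate block) with the combination. Of 37 tested MAPK feedback genes, there were 2 higher and 8 lower (2 and 9 adjusted over the list alone, camera adjusted p = 0.0186, adjusted p = 0.494 with an estimated correlation) with Wnt3A. Of 37 tested MAPK feedback genes, there were 3 higher and 14 lower (3 and 16 adjusted over the list alone, camera adjusted p = 0.000486, adjusted p = 0.235 with an estimated correlation) with the combination.

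Markers of cell types other than fibroblasts were counted as higher and lower with 1,25(OH)_2_D_3_, with Wnt3A and with the combination, in that order. These were 0 and 0, 0 and 0, 0 and 0 of 2 epithelial markers (camera adjusted p = 0.871, 0.976 and 0.952), and 0 and 0, 0 and 0, 0 and 0 of 4 endothelial markers (camera adjusted p = 0.871, 0.165 and 0.338). They were 0 and 0, 0 and 0, 0 and 0 of 3 leukocyte markers (camera adjusted p = 0.987, 0.976 and 0.798), and 1 and 2, 0 and 0, 1 and 3 of 9 smooth muscle and pericyte markers (camera adjusted p = 0.717, 0.976 and 0.341). They were 0 and 2, 3 and 0, 0 and 1 of 5 enteric neuron and glia markers (camera adjusted p = 0.0395, 0.228 and 0.286), and 0 and 1, 0 and 1, 1 and 2 of 4 adipocyte markers (camera adjusted p = 0.871, 0.976 and 0.338). For the enteric neuron and glia markers with 1,25(OH)_2_D_3_, the adjusted p was 0.315 with an estimated correlation. Adjusted over each list alone, the counts that changed were as follows: endothelial markers were 0 and 2 with Wnt3A, and smooth muscle and pericyte markers were 2 and 2 with 1,25(OH)_2_D_3_, and enteric neuron and glia markers were 0 and 3 with 1,25(OH)_2_D_3_, and adipocyte markers were 1 and 1 with Wnt3A. With the replicate block, endothelial markers were 0 and 2 with Wnt3A, 0 and 2 with the combination, and smooth muscle and pericyte markers were 2 and 3 with 1,25(OH)_2_D_3_, 1 and 0 with Wnt3A, 2 and 3 with the combination. There, enteric neuron and glia markers were 0 and 3 with the combination, and adipocyte markers were 1 and 1 with Wnt3A. For the interaction of the agents, 0 members of the lists passed the threshold with edgeR's quasi-likelihood test without the block. Adjusted over the list alone, 1 gene of Wnt ligands and R-spondins and 1 of the IGF axis lay above the sum. With the block, 1 gene of Wnt ligands, 1 of the IGF axis and 1 ribosomal protein gene lay above it, and of the inflammatory genes 2 lay above and 1 below. For the interaction, camera gave an adjusted p of 0.0128 for the cholesterol genes (adjusted p = 0.265 with an estimated correlation) and 0.0128 for the ribosomal protein genes (adjusted p = 0.87 with an estimated correlation).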
